# Comparative Transcriptome Analysis Provides Insight into Spatio-Temporal Expression Characteristics and Genetic Regulatory Network in Postnatal Developing Subcutaneous and Visceral Fat of Bama Pig

**DOI:** 10.3389/fgene.2022.844833

**Published:** 2022-03-31

**Authors:** Yingying Zhang, Hongyang Wang, Weilong Tu, Sayed Haidar Abbas Raza, Jianguo Cao, Ji Huang, Huali Wu, Chun Fan, Shengchang Wang, Ying Zhao, Yongsong Tan

**Keywords:** Bama pig, subcutaneous fat, visceral fat, transcriptome analysis, insulin response, organ size regulation

## Abstract

The depot differences between Subcutaneous Fat (SAF) and Visceral Fat (VAF) are critical for human well-being and disease processes in regard to energy metabolism and endocrine function. Miniature pigs (*Sus scrofa*) are ideal biomedical models for human energy metabolism and obesity due to the similarity of their lipid metabolism with that of humans. However, the regulation of differences in fat deposition and development remains unclear. In this study, the development of SAF and VAF was characterized and compared in Bama pig during postnatal development (infancy, puberty and adulthood), using RNA sequencing techniques (RNA-Seq). The transcriptome of SAF and VAF was profiled and isolated from 1-, 3- and 6 months-old pigs and identified 23,636 expressed genes, of which 1,165 genes were differentially expressed between the depots and/or developmental stages. Upregulated genes in SAF showed significant function and pathway enrichment in the central nervous system development, lipid metabolism, oxidation-reduction process and cell adhesion, whereas genes involved in the immune system, actin cytoskeleton organization, male gonad development and the hippo signaling pathway were preferentially expressed in VAF. Miner analysis of short time-series expression demonstrated that differentiation in gene expression patterns between the two depots corresponded to their distinct responses in sexual development, hormone signaling pathways, lipid metabolism and the hippo signaling pathway. Transcriptome analysis of SAF and VAF suggested that the depot differences in adipose tissue are not only related to lipid metabolism and endocrine function, but are closely associated with sexual development and organ size regulation.

## Introduction

There is an increasing understanding that adipose tissue contributes to both human well-being and disease processes (Pradat, 2021). Moderate amounts of adipose tissue are essential for health. In addition to its main function in thermogenesis, in energy storage, release and regulation, and in homeostasis, research has shown the potential beneficial effects of adipose tissue in the evolution of the human brain (Aiello and Wheeler, 1995). On the other hand, excess fat mass in body can be harmful. Adipose tissue development results in obesity and related comorbidities; it is an important endocrine organ that secretes a number of pro- and anti-inflammatory adipokines, which can increase the risk for multiple metabolic diseases, such as type 2 diabetes, cardiovascular disease and cancer (Lee et al., 2013; Pradat, 2021).

According to adipose tissue anatomy and distribution, these can be divided into two main categories, subcutaneous fat (SAF) and visceral fat (VAF), which are intrinsically different as a result of genetic or developmental events. Heterogeneity among SAF and VAF include depot differences in morphology and cellular composition (Van Harmelen et al., 2004; Tchkonia et al., 2005), metabolism (Wang et al., 2003; Bartness and Song, 2007; Fried et al., 2010; Koutsari et al., 2011) and production (Varma et al., 2007; Harvey et al., 2020), which collectively form the “microenvironment” within each depot contributing to differences in metabolism and endocrine function (Pradat, 2021). For instance, the number of stromal cells per gram of tissue is fewer in abdominal SAF than in omental VAF (Van Harmelen et al., 2004), but contains greater numbers of preadipocytes in SAF (Tchkonia et al., 2005; Karpe and Pinnick, 2015). Expression of hormone-sensitive lipase (HSL) and perilipinn, two lipid droplet-associated proteins, are differentially expressed between SAF and VAF (Wang et al., 2003), glucose uptake in VAF being greater than in SAF (Virtanen et al., 2002). Expression of proinflammatory cytokines (interleukin-6, IL-6, interleukin-8, IL-8, and macrophage chemoattractant protein-1, MCP-1) were generally higher in VAF, whereas leptin and IP-10 expression was higher in SAT (Harvey et al., 2020). Moreover, molecules that are involved in innate immunity, acute phase response and complement factors are overexpressed in VAT (Madani et al., 2009). However, the molecular mechanism of heterogeneity between SAF and VAF is not completely clear so that further research is needed. The factors affecting adipose tissue distribution include race, sex, age and other factors (Pradat, 2021). Age has been considered one of the complex factors determining fatness and fat distribution. Fat accumulates in the central area of both SAF and VAF during aging (Kuk et al., 2009), and there is evidence showing that obesity increases risk for morbidity and mortality in young people, whereas its effect in the elderly is much more complex (Bosello and Vanzo, 2021). Nevertheless, the mechanisms involved are poorly understood.

The domestic pig (*Sus scrofa*), particularly the miniature breeds, has served widely as an important model organism for studies of human disease and comparative genome studies, not only because swine are similar in organ size, anatomical structure, physiological indicators, organ development and disease progression with those of humans, but because of their high genomic sequence and chromosome structure homology with humans (Rothschild, 2004; Schook et al., 2005; Groenen et al., 2012; Alföldi and Lindblad-Toh, 2013). Adipocyte biology is pivotal in the regulation of fat metabolism, glucose absorption, energy metabolism and innate immune responses in pigs (Lunney, 2007; Gabler et al., 2009). Differential deposition and its regulatory mechanisms between SAF and intramuscular fat (IMF) have been proved (Tous et al., 2013; Wu et al., 2020). Bama pig, a Chinese indigenous miniature pig breed inhabiting the Guangxi province, is being increasingly developed as an animal model for medical research, for example, in human drug evaluation, xenotransplantation and a range of diseases, and the development of induced pluripotent stem (Ips) cell lines (Li et al., 2006; Liu et al., 2008; Chen et al., 2009; Esteban et al., 2009; Liu et al., 2009; Liu et al., 2010; Zhang et al., 2011; Zhang et al., 2012). Although they have a crucial role, our knowledge of patterns of transcriptome divergence between different postnatal developmental stages within and between SAF and VAF are poorly studied.

To help improve this situation, we have examined gene expression profiles in SAF and VAF of pigs during postnatal development using RNA sequencing techniques (RNA-Seq). This allowed us to identify the differential dynamics of gene expression of SAF and VAF, and investigate the underlying functional differences in differentially expressed genes (DEGs) during postnatal development, and between the two depots, and should improve our understanding of SAF and VAF deposition.

## Material and Methods

### Animal and Ethics Statements

Animals used were conducted according to the Regulations for the Administration of Affairs Concerning Experimental Animals (Ministry of Science and Technology, China, June 2004) and approved by the Institutional Animal Care and Use Committee (IACUC) of Shanghai Academy of Agricultural Sciences (approved ID: SAASPZ0520012, Shanghai, China, 24 December 2020). Male Bama pigs with similar genetic backgrounds produced by one sire were born and raised under the same environmental and nutritional conditions, housed at Taizhou experimental miniature pig breeding case managed by Taihe Biotechnology Co., Ltd., in Taizhou, Jiangsu Province, China. Animals were fasted 24 h prior to slaughter. Fasting blood samples were collected. Animals were then euthanized with pentobarbital sodium (150 mg/kg). The adipose tissues were sampled immediately after death.

### Biological Material and RNA-Seq Experiments

Nine Bama male pigs were included in this study 3 groups, 3 of them were 1 months old (infancy, weight = 4.70 ± 0.17 kg, 20 October 2019), 3 being 3 months-old (puberty, weight = 7.57 ± 0.32 kg, 18 August 2019), and 3 were 6 months-old (adulthood, weight = 17.83 ± 3.01 kg, 12 May 2019). SAF on the back between the third and fourth last ribs and VAF adjacent to kidney deposition were isolated from pigs and frozen immediately in liquid nitrogen until lipid extraction. A portion of fresh SAF and VAF were cut into about a cubic centimeter of tissue and fixed in 4% paraformaldehyde for histological analysis.

Total RNA was extracted from adipose tissues using TRIzol reagent (Invitrogen, Carlsbad, CA, United States). The samples were purified using a Rneasy Mini Kit (Qiagen, Hilden, Germany). RNA integrity was assessed with a 2200 Bioanalyzer (Agilent Technologies, Inc., Santa Clara, CA, United States) and agarose gel electrophoresis.

RNA integrity number (RIN) of the samples range from 6.6 to 9.4. The RNA sequence libraries were prepared with a TruSeq RNA Sample Preparation Kit (Illumina, San Diego, CA, United States). The quality of Cdna libraries was checked using an Agilent 2200 TapeStation system (Agilent, Palo Alto, CA, United States). The cDNA libraries were sequenced with an Illumina HiSeq X ten Illumina, San Diego, CA, United States which generated paired-end raw reads of approximately 150 bp in size. The fastq-formatted RNA-seq datasets have been deposited in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus database (GEO: GSE184038).

The fastp were used for removing the adaptor sequence and discarding the low-quality reads to achieve the clean data (Chen et al., 2018). A read will be discarded when it does not meet requirements of the following parameters, reads length ≥50 bp, the Nbase number ≤5 and less than 40 percent of bases are unqualified (quality score ≥ 15). The clean reads were aligned to 9,823(NCBI Taxonomy ID)genomes (version: sscrofa11.1) using the Hisat2 (Kim et al., 2019). The RNA-seq count was calculated by Htseq-count and the expression data were normalized using fragments per kilobase of exon model per Million mapped fragments (FPKM). The DEGs were filtered by using DESeq2 algorithm under the following criteria: 1) log2FC >0.585 or <−0.585; ii), FDR <0.05 (Love et al., 2014)

### Functional Enrichment Analysis

ClusterProfiler was used for GO and Pathway enrichment (Yu et al., 2012). We downloaded the GO annotations from the Gene Ontology (http://www.geneontology.org/) and Pathway annotation from Kyoto Encyclopedia of Genes and Genomes (KEGG) (https://www.kegg.jp/). The *p*-value can be calculated by hypergeometric distribution, which corresponded to a one-sided version of Fisher’s exact test. FDR was used to correct *p*-values (*p*-values < 0.05) (Ashburner et al., 2000). GO and Pathway enrichment was also applied to the genes belonging to specific profiles. Significant profiles were identified using Fisher’s exact test and multiple comparisons.

### QRT-PCR

QRT-PCR were analyzed using an Applied Biosystems StepOnePlus Real-Time PCR System (Applied Biosystems, Foster City, CA, United States). Total RNA from SAF and VAF tissues were isolated using TRIzol^®^ Reagent (Invitrogen, Carlsbad, CA, United States); cDNAs were synthesized using a Thermo Scientific RevertAid First Strand Cdna Synthesis Kit; and QRT-PCR analyses were carried by using Roche FastStart Universal SYBR Green Master (Rox). Mrna primers were designed using Primer 5.0 software (Primer-E Ltd., Plymouth, United Kingdom) and their sequences are listed in Supplementary Tables S1–S2. Parallel reactions using *GAPDH* were performed to normalize the amount of templated cDNA. Each of the amplifications was triplicated and the mean value was calculated using the △△C*t* method. The results (FC) were expressed as 2^△△C*t*^: $△△Ct=\left(Ct_{ij}-Ct_{GAPDHj}\right)-\left(Ct_{i1}-Ct_{GAPDH1}\right)$ , where C*t*_ij_ and C*t*_GAPDHj_ are the C*t* values for gene I and for GAPDH in a sample (named j); Ct_i1_ and Ct_GAPDH1_ are the Ct values in sample 1, expressed as the standard. A Student’s *t*-test of independent data was used to assess the statistical significance of differential expression levels of each gene within the samples.

### Short Time-Series Expression Miner Analysis

STEM analysis is a commonly used bioinformatics method used to determine statistically significant time-dependent gene expression profiles (Ernst and Bar-Joseph, 2006). Expression profiles of DEGs were determined by cluster analysis based on the STEM method (http://www.cs.cmu.edu/∼jernst/st/) (Draghici et al., 2007; Ehrenkaufer et al., 2013). it assumes the values of gene expression represent log ratios relative to the expression at the first time-point. The approach selects a set of predetermined temporal model profiles and determines the statistical significance of the number of genes assigned to each profile compared to the number of genes expected based on chance. This method was used to explore mRNAs that might be correlated with fat development. Significant profiles were identified using Fisher’s exact test and multiple comparisons. GO and Pathway enrichment was also applied to the genes belonging to specific profiles.

### Construction of Molecular Interaction Network

One of the advanced bioinformatic tools, Ingenuity Pathway Analysis (IPA) software program was used to construct a molecular interaction network for better interpretation of the gene expression profiles as revealed by RNA-seq on the strength of a build-in scientific literature-based database (IPA Ingenuity Web Site, www.ingenuity.com), a very convenient software program to classify the pathways, molecular networks and functions most relevant to genes of interest or experimental datasets (Calvano et al., 2005; Mayburd et al., 2006).

## Results

### Genome-Wide Identification of the Expressed Genes in Subcutaneous Fat and Visceral Fat

Nine male pigs were included in this study measuring the body fatness traits at 1, 3 and 6 months of age (Supplementary Table S3). At 6 months, all measured indicators were significantly higher than those at 1 and 3 months (*p* < 0.05). Body fat rate, backfat thickness, perirenal, mesenteric fat and greater omentum weights at 3 months were significantly higher than at 1 month (*p* < 0.05), but weights were similar between 1 and 3 months (*p* > 0.05). This corresponds to the larger adipocyte size in pigs at 1 month compared with 3 and 6 months (Figures 1A–C). Histological examination showed that size significantly increased during the postnatal stage for both SAF and VAF (*p* < 0.05, *p* < 0.01). In addition, sizes in VAF were significantly bigger than SAF at 3 months (*p* < 0.05), whereas differences were insignificant at 1 and 6 months (*p* > 0.05). We hypothesize that SAF and VAF in the pigs were systemically differentiating at 3 months and fat development was distinct between the depositions of SAF and VAF. On this basis, we investigated the SAF and VAF transcriptome at 3 representative stages: infancy (1 month), juvenile (3 months) and adulthood (6 months) using RNA-seq techniques to establish a general overview of the differential dynamics of gene expression in the SAF and VAF, and gain further insight into functional differences in DEGs among the postnatal developmental stages and between the fat depositions.

**FIGURE 1:**
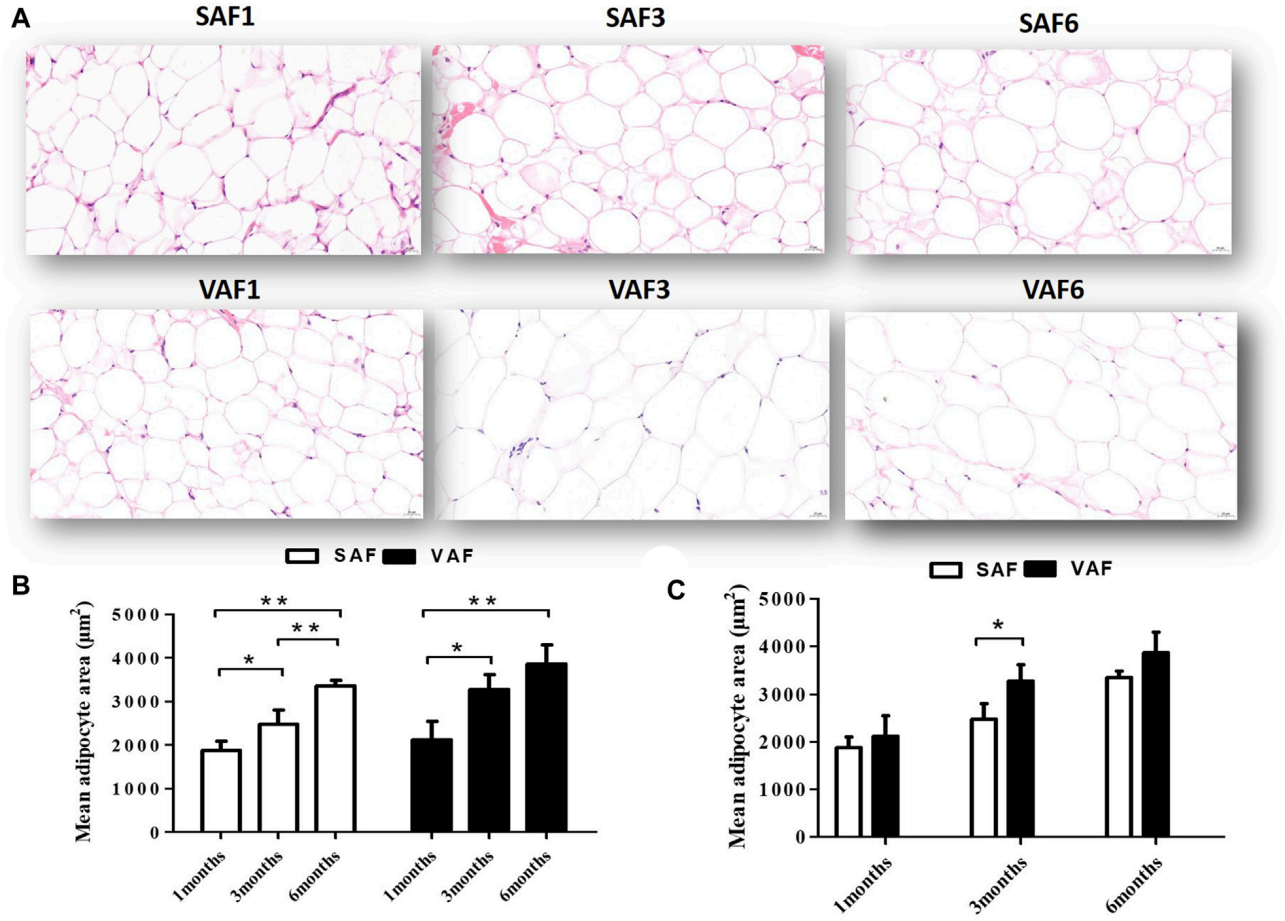
Histological sections of SAF tissue and VAF tissue of pigs during the postnatal stage. **(A)**. H&E staining of SAF tissue and VAF tissue at 1, 3 and 6 months (x400 magnification, scale bar: 20μm); **(B,C)**. Mean adipocyte size of SAF and VAF tissues at the postnatal stage; areas were measured by Images J software for 3 different animals per group (0.122 mm^2^ total area for each sample). ^*^ *p* < 0.05, ^**^ *p* < 0.01.

SAF and VAF samples from pig were isolated from 1-, 3- and 6 months-old pigs to profile spatiotemporal changes of the adipose transcriptome by RNA-seq using 3 replicates. 

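Paired-end RNA-seq libraries were made from SAF on the back and VAF adjacent to the kidney of 9 male Bama pigs, a miniature breed. The 6 groups were SAF and VAF at 1, 3 and 6 months, with 3 libraries in each. Libraries are named as in the paper, so that VAF6-3 is VAF library 3 of 6 months. The authors filtered the reads with fastp, aligned them to the pig genome Sscrofa11.1 with HISAT2 and counted them on genes with HTSeq-count. The counts of 29884 genes in the 18 libraries, without normalization, are the values used here. Total counts per library ranged from 18147643 to 19980666 (median 18990773) in SAF at 1 month, from 16889862 to 21430342 (median 19311933) in SAF at 3 months and from 16404239 to 19827711 (median 18708733) in SAF at 6 months. In VAF they ranged from 17035783 to 22857354 (median 21878379) at 1 month, from 17162797 to 22070810 (median 18270791) at 3 months and from 17897535 to 22341686 (median 18812246) at 6 months. Each pair of groups was compared with edgeR's quasi-likelihood test after TMM normalization and edgeR's own filter on genes with low counts. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change (log2FC) above 0.585, which are the limits in the paper's methods. A positive log2FC means higher expression in SAF or at the younger age. DESeq2, the tool named in the paper's methods, was run on the same counts as an alternative. CPM are counts scaled to 1000000 per library, with the TMM-adjusted library sizes. VAF6-3, which the paper excluded from the screening of DEGs, was left out of the tests, and its own values are given beside the results that it bears on. Intervals between replicates include the differences between pigs, while counts alone carry only counting error.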

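For 4 VAF samples of 3 and 6 months, the sample labels name different libraries in different places, and the groups used here follow the library names in the paper's supplementary tables. The paper's text does not name the annotation release, and it does not say whether the counting used the strand of the reads, so a gene that overlaps another gene is reported with that limit. The libraries also differ in the number of reads that fastp removed for too many unread bases, as listed in the paper's supplementary read statistics. Out of every 1000000 raw reads, this number was 276.7 to 296.5 in 8 SAF libraries and 24.2 to 59.9 in the other 10 libraries, which are SAF6-3 and the 9 VAF libraries. At 1 and 3 months the set with many such reads holds only SAF and the set with few only VAF, so this technical difference and the depot cannot be told apart from the libraries of these ages alone, and no comparison of SAF with VAF could be recomputed within a set. The comparisons of ages within VAF lie within 1 of the sets, as does the comparison of SAF at 1 and 3 months.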

A statistical table for raw and clean data sets of all RNA-seq libraries were listed in Supplementary Table S4. 

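According to the paper's read statistics, the 18 libraries had between 44761934 raw reads in VAF3-1 and 60898876 in VAF1-3. The paper's share of uniquely mapped reads was lowest in VAF3-2, at 88.8%, and highest in SAF3-1, at 90.5%. The counts on genes that the tests use summed to between 16404239 in SAF6-3 and 22857354 in VAF1-3, with a median of 18901509 over all libraries; HTSeq-count counts a pair of reads once. Between 18096 genes in VAF6-2 and 19652 genes in SAF1-3 had at least 1 count. The 10 genes with the highest counts took 19.28% of the counts in SAF6-1 but 8.59% in SAF6-3 and 6.59% in VAF6-3, the lowest shares of the 18 libraries.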

About 45–60 million sequencing raw reads were obtained for the 9 SAF and 9 VAF libraries respectively. ∼90% of the total clean reads were uniquely mapped to swine genome sequences in the samples (Supplementary Table S5). Using the Htseq method (Wen, 2017), the number of genes was calculated and expression data were standardized by FPKM. 

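A gene was taken as expressed in a group when its count, divided by the library's DESeq2 size factor, was above 3 in at least 1 of the group's libraries. In this way 20605 of the 29884 genes were expressed in at least 1 library. At 1 month, 17385 of the 19106 genes expressed in either depot were expressed in both (91.0%), 793 in SAF only and 928 in VAF only. At 3 months, 17218 of 19326 genes were shared (89.1%), with 679 in SAF only and 1429 in VAF only. At 6 months, 17123 of 18749 genes were shared (91.3%), with 909 in SAF only and 717 in VAF only. Without VAF6-3 the number of expressed genes was 20584 and the share at 6 months 90.0%. Requiring the limit in every library of a group moved these values the most, to 16909 genes and shares of 92.0% to 93.6%.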

There were ∼23,600 expressed genes (normalized read count >3 in at least one sample) were identified, about 88.6–89.6% were detected in both fat depots (Figure 2A).

**FIGURE 2:**
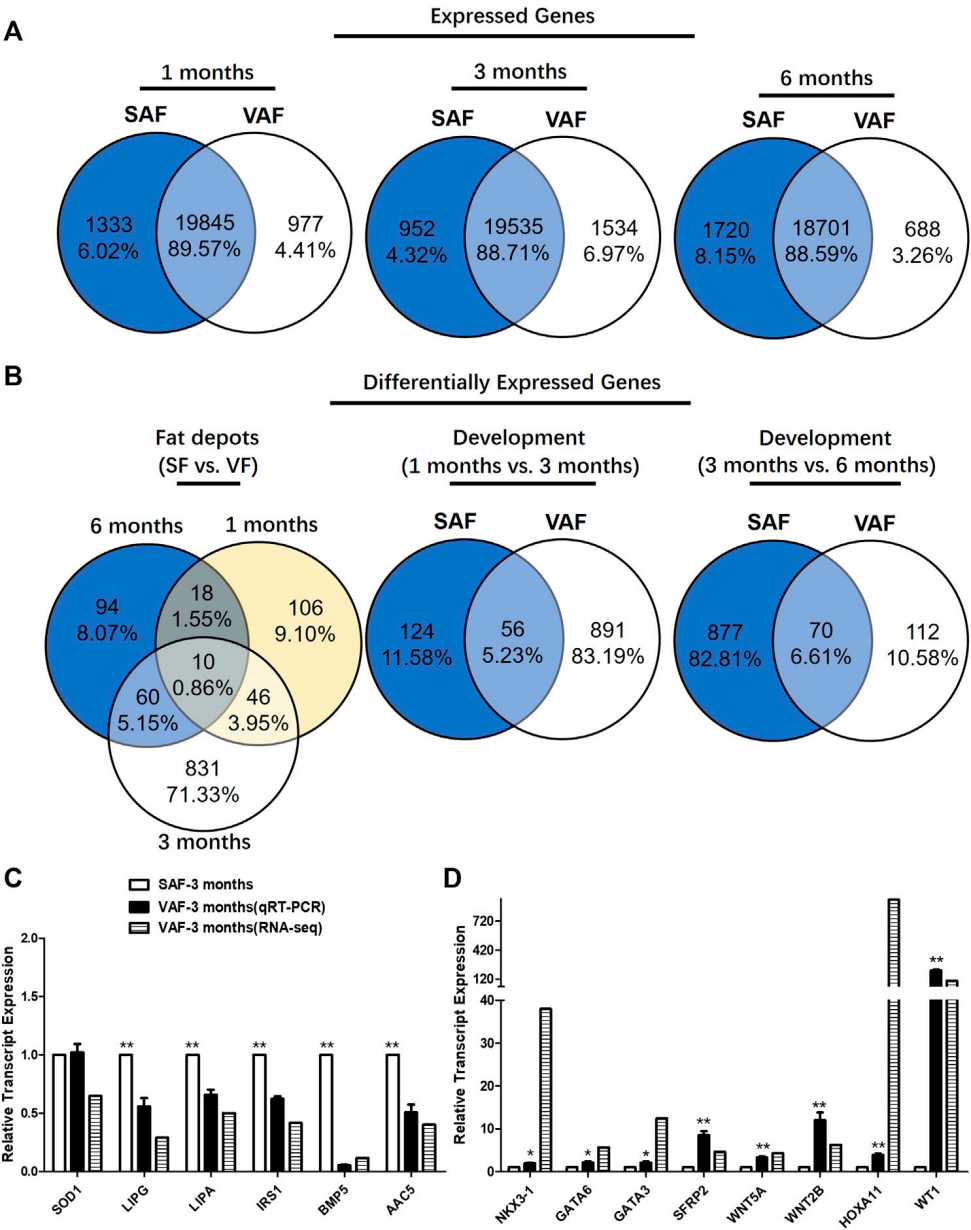
Gene identification and differentially expressed genes (DEGs) in SAF and VAF tissue from Bama pigs during the postnatal stage. **(A)** Expressed genes in each fat depot. **(B)** DEGs in each fat depot (fragments per kilobase of exon model per Million mapped fragments, FPKM) fold-change >2; *p* < 0.05). **(C)** Experimental verification of gene expression level using qRT-PCR. Relative expression levels (SAF/VAF) of 10 DEGs verified in 3 months pigs. **(D)** Experimental verification of gene expression level using qRT-PCR. Relative expression levels (SAF/VAF) of 5 DEGs verified in 3 months-old pigs (*n* = 3). ^*^Significant (*p* ≤ 0.05). ^**^Significant (*p* ≤ 0.01).

### Analysis of Consistency Within Samples

Although there is little difference among individuals in the SAF and VAF with each group, samples from each may differ in hereditary characters. Comparing the consistency within samples, those that deviated too much from the norm could be excluded from subsequent screening of DEGs, making analysis more reliable and credible. 

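Similarity between libraries was measured as Pearson's correlation of log2(CPM + 1) across the 29884 genes, which are not independent replicates. Within groups, r was between 0.984 and 0.994 in SAF at 1 month, between 0.989 and 0.993 in SAF at 3 months, and between 0.985 and 0.990 in VAF at 1 month. The lowest values were 0.973 in SAF at 6 months (SAF6-1 with SAF6-3), 0.964 in VAF at 6 months (VAF6-1 with VAF6-3) and 0.954 in VAF at 3 months (VAF3-1 with VAF3-3). The other pairs in those groups reached r = 0.992, 0.989 and 0.984, respectively. On CPM without a log, where the most abundant genes weigh most, the lowest r was 0.464 in VAF at 6 months, 0.636 in SAF at 6 months, 0.777 in VAF at 1 month, 0.822 in VAF at 3 months, 0.837 in SAF at 1 month and 0.911 in SAF at 3 months.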

Sample correlation analysis showed that, except for VAF6-3, they were more consistent in each group. 

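For VAF6-3, the mean of its r with VAF6-1 and VAF6-2 was 0.968 on log2(CPM + 1) and 0.544 on CPM without a log, the alternative that moved it the most. The same mean for SAF6-3 with SAF6-1 and SAF6-2 was 0.974 and 0.664. SAF6-3 and VAF6-3 correlated with each other at r = 0.985 on the log scale and 0.833 on CPM. On the log scale VAF6-3 correlated better with the mean of the 3 SAF libraries of 6 months (r = 0.981) than with the mean of VAF6-1 and VAF6-2 (r = 0.972). The gene FASN (fatty acid synthase, chromosome 12 from 922405 to 937560) was at 259.3 CPM in VAF6-3 and 139.3 CPM in SAF6-3, against 24541.5 and 40981.7 CPM in VAF6-1 and VAF6-2 and 27260.5 and 26673.6 CPM in SAF6-1 and SAF6-2. SCD (stearoyl-CoA desaturase, chromosome 14 from 111461560 to 111478033) was at 50.9 CPM in VAF6-3 and 58.7 CPM in SAF6-3, and at 21254.1 CPM or more in the other 4 libraries of 6 months. Both genes were singled out after their values were seen.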

VAF6-3 deviated too much from the other VAF6 samples by using Pearson correlation coefficient (*p* < 0.65), so it was excluded from screening (results are shown in Supplementary Figure S1).

### Spatiotemporal Expression of Subcutaneous Fat and Visceral Fat Adipose-Associated Genes

There were significantly DEGs with clear fat depots, and/or age-based expression patterns. 

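Over the 3 ages, edgeR called 6 genes between SAF and VAF and DESeq2 called 1177, the largest of the alternatives for which this total was counted. Between these lie 456 genes with edgeR when the 17 libraries of all groups shared one estimate of the spread. With the replicate number as a block there were 769, of which 766 were called at 6 months, where only 2 pairs entered. Of the numbers under DESeq2, the 3 ages shared only small parts: 60 genes were called at both 1 and 3 months, 72 at both 3 and 6 months, and 27 at both 1 and 6 months.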

Of them, 1165 DEGs were differentially expressed between the SAF and VAF (Figure 2B). 

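At 1 month, 15064 genes passed the filter on low counts, 0 were called between SAF and VAF by edgeR, and 1702 had an unadjusted p under 0.05. At 3 months, 14960 genes were tested, 6 were called, 3 higher in SAF and 3 higher in VAF, and 1880 had an unadjusted p under 0.05. At 6 months, with 3 SAF and 2 VAF libraries, 14962 genes were tested, 0 were called and 1016 had an unadjusted p under 0.05; with VAF6-3 included, 1 gene was called and 714 had an unadjusted p under 0.05. DESeq2 called 186 genes at 1 month, 956 at 3 months and 183 at 6 months, of which 177, 911 and 182 are in the paper's supplementary lists. The number at 3 months depended on the library VAF3-3. Without it edgeR called 2740 genes, 1035 higher in SAF and 1705 higher in VAF. VAF3-1 and VAF3-2, the VAF libraries then left, had means of log2(CPM + 1) of 6.18 and 4.88 over 10 markers of urinary tract epithelium. Every other library was at most at 0.68, so RNA of another tissue may underlie part of the 2740 calls. Without any other of the 6 libraries edgeR called 0, with 1243 to 1410 genes at an unadjusted p under 0.05. SAF and VAF libraries of the same number may be from the same pig, so the replicate number was also fitted as a block. Deviations of same-numbered SAF and VAF libraries from their group means correlated across genes at a mean r of 0.032 at 1 month, 0.204 at 3 months, where another pairing reached 0.213, and 0.633 at 6 months. With the block, edgeR called 0 genes at 1 month, where 1203 had an unadjusted p under 0.05. It called 9 at 3 months, of which 2 are among the 6 above. At 6 months it called 766, 365 higher in SAF and 401 higher in VAF. Because VAF6-3 was left out, SAF6-3 stood alone in its block and the 766 calls rest on 2 pairs. The mean r of 0.633 includes the pair of SAF6-3 and VAF6-3 (0.704), which did not enter that fit. At 1 month the deviations correlated best with replicates 1 and 2 crossed between the depots (mean r 0.244), and with this block, chosen after seeing the data, 0 genes were called and 2760 had an unadjusted p under 0.05.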

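The 3 genes higher in SAF at 3 months were TBX15, ADAM7 and ND6. TBX15, a T-box transcription factor gene on chromosome 4 from 101918891 to 102032280, was at 128.76 ± 22.8 CPM (SD, n = 3) in SAF and 1.91 ± 1.36 CPM (SD, n = 3) in VAF. Its log2FC was 6.04 (standard error 0.51, adjusted p = 0.026 from edgeR's quasi-likelihood test). ADAM7, on chromosome 14 from 8484391 to 8554879, was at 37.88 ± 9.45 and 1.81 ± 0.58 CPM, a log2FC of 4.36 (standard error 0.34, edgeR adjusted p = 0.026), and overlaps the gene LOC110256883. ND6, a subunit gene of respiratory complex I on the mitochondrial genome from 14739 to 15266, was at 210.36 ± 41.65 and 38.95 ± 2.08 CPM, a log2FC of 2.41 (standard error 0.23, edgeR adjusted p = 0.029). It overlaps ND5 on the other strand, so its counts are uncertain. The 3 genes higher in VAF were ENPP6, ADGRD1 and DUOX2. ENPP6, on chromosome 15 from 45357805 to 45441133, was at 1.81 ± 0.28 CPM in SAF and 19.26 ± 4.98 CPM in VAF, a log2FC of -3.43 (standard error 0.32, edgeR adjusted p = 0.029), and overlaps LOC110256950. ADGRD1, on chromosome 14 from 24059667 to 24241270, was at 15.66 ± 2.36 and 64.41 ± 10.26 CPM, a log2FC of -2.06 (standard error 0.21, edgeR adjusted p = 0.041). DUOX2, which encodes dual oxidase 2 on chromosome 1 from 126620468 to 126641406, was at 3.33 ± 0.62 and 22.56 ± 4.54 CPM, a log2FC of -2.79 (standard error 0.3, edgeR adjusted p = 0.046). With each of the 6 libraries left out in turn, the log2FC of TBX15 stayed between 5.77 and 6.78 and that of DUOX2 between -2.94 and -2.62, while all 6 genes had an adjusted p above 0.05 in edgeR unless VAF3-3 was the library left out.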

There were 180 DEGs between SAF and VAF depots at 1 month, 947 at 3 months and 182 at 6 months. 

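With edgeR, 0 genes were called between SAF and VAF at all 3 ages, and the number was also 0 with the replicate number as a block. DESeq2 called 11 genes at all 3 ages. In the paper's supplementary lists of DEGs the number is 10. These are overlaps of calls and do not test whether a difference between depots changed with age.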

Only 10 (0.86%) DEGs were shared between the SAF and VAF. 

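In SAF, edgeR called 15 of 14892 genes between 1 and 3 months, 8 higher at 1 month and 7 higher at 3 months, and 0 of 14689 genes between 3 and 6 months, where 1404 had an unadjusted p under 0.05. In VAF it called 0 of 15275 genes between 1 and 3 months, where 1385 had an unadjusted p under 0.05, and 0 of 15596 genes between 3 months and the 2 libraries of 6 months, where 1683 did. With VAF6-3 included the last number of calls was again 0, with 1208 genes at an unadjusted p under 0.05. DESeq2 called 551 and 347 genes in SAF and 622 and 518 genes in VAF, in the same order. Of these, 125 of the 1048 genes of either depot were shared between SAF and VAF for 1 against 3 months, and 48 of 817 for 3 against 6 months. With the replicate number as a block edgeR called 149 genes between 1 and 3 months in SAF, 73 higher at 1 month and 76 higher at 3 months, including all 15 above. The pigs differ between ages, and same-numbered libraries deviated at a mean r of 0.175 across genes, with -0.143 for SAF1-3 and SAF3-3, while another pairing reached 0.181, so the numbers give no basis for this block. Without VAF3-3, edgeR called 1013 genes between 1 and 3 months and 1689 between 3 and 6 months in VAF. VAF at 3 months is then again only VAF3-1 and VAF3-2, the libraries with RNA of urinary tract markers. DUSP4, a phosphatase gene on chromosome 15 from 55491084 to 55508460, was at 66.48 ± 3.14 CPM (SD, n = 3) in SAF at 1 month and 341.2 ± 7.81 CPM (SD, n = 3) at 3 months, a log2FC of -2.34 (standard error 0.13, adjusted p = 0.0023 from edgeR's quasi-likelihood test). The pseudogene LOC110258498 was at 2.5 ± 0.59 and 21.66 ± 1.18 CPM, a log2FC of -3.1 (standard error 0.22, edgeR adjusted p = 0.0053), and could share reads with its parent gene. AOX1 (aldehyde oxidase 1, chromosome 15 from 104157748 to 104234533) was at 1.48 ± 0.46 and 70.14 ± 40.46 CPM, a log2FC of -5.54 (standard error 0.55, edgeR adjusted p = 0.028). Higher at 1 month were DDC (chromosome 9 from 136496364 to 136571220), at 4.59 ± 1.16 and 0.2 ± 0.08 CPM, GM2A (chromosome 16 from 71742090 to 71767872), at 468.61 ± 148.34 and 59.63 ± 11.26 CPM, and SDK1 (chromosome 3 from 2814418 to 3327838), at 19.65 ± 1.75 and 6.03 ± 0.66 CPM. Their log2FC was 4.45, 2.99 and 1.72, each with an edgeR adjusted p = 0.028. Whether these genes passed the limit on the adjusted p depended on single libraries, and a fit without 1 library also has fewer replicates. Their log2FC kept its direction. With each library left out in turn it ranged from -2.38 to -2.32 for DUSP4 and, the widest range, from -5.94 to -5.11 for AOX1. In SAF between 1 and 3 months edgeR called 0 genes without SAF1-3 and 38 without SAF3-1. Across the fits that each left out a library, the highest edgeR adjusted p was 0.052 for DUSP4 and 0.081 for LOC110258498. For AOX1, DDC, GM2A and SDK1 it was 0.16.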

Within each fat depot, there were 180 and 947 (1 vs. 3 months), 947 and 182 (3 vs. 6 months) age-based DEGs in the SAF and VAF depots, respectively, with only 56 (5.23%) and 70 (6.61%) being shared. The upregulated and downregulated genes are given in Supplementary Tables S6–S12. 

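Of the 6 genes edgeR called at 3 months, 50.0% were higher in SAF, and of the 15 it called in SAF between 1 and 3 months, 53.3% were higher at 1 month. When a library was left out, the latter share ranged from 0.0% (3 calls without SAF3-2, 1 without SAF3-3) to 60.0% (30 calls without SAF1-2). The other 5 comparisons had no call and so no direction. Among the genes DESeq2 called, 49.4% were higher at 1 month than at 3 months in SAF and 68.3% were higher at 3 months than at 6 months. In VAF these shares were 27.7% and 68.9%. Between the depots, 44.1% were higher in SAF at 1 month, 21.8% at 3 months and 44.3% at 6 months. In edgeR without VAF3-3, the share higher in SAF at 3 months was 37.8%.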

In each comparison, 50% were upregulated in 1 month compared to 3 months SAF; and 71% were upregulated in 3 compared to 6 months SAFs; 28% were upregulated in 1 month VAF compared to 3 months VAF; 69% were upregulated in 3 compared to 6 months VAF; 47% were upregulated in 1 month SAF compared to 1 month VAF; 23% were upregulated in 3 months SAF compared to 3 months VAF; 45% were upregulated in 6 months SAF compared to 6 months VAF.

For gene expression levels by RNA-seq, a quantitative real-time polymerase chain reaction (Qrt-PCR) was used in determining expression levels of the genes associated with lipid metabolism and the hippo signaling pathway. Regarding the Qrt-PCR used to validate relative gene expression of the 14 selected mRNAs, it is shown in Figures 2C,D that *lipase, endothelial* (*LIPG*), *lipase A, lysosomal acid, cholesterol esterase* (*LIPA*), *insulin receptor substrate 1*(*IRS1*), *bone morphogenetic protein 5* (*BMP5*), *acetoacetyl-CoA synthetase* (*AACS*) were upregulated and the expression of *NK3 homeobox 1* (*NKX3-1*), *transcription factor GATA-6* (*GATA6*), *GATA binding protein 3* (*GATA3*), *secreted frizzled-related protein 2* (*SFRP2*), *wingless-type MMTV integration site family, member 5A* (*WNT5A*), *wingless-type MMTV integration site family, member 2B* (*WNT2B*), *homeobox A11* (*HOXA11*) *and Wilms tumor 1* (*WT1*) decreased in SAF at 3 months. 

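In RNA-seq at 3 months, SOD1 (superoxide dismutase 1, chromosome 13 from 195326573 to 195335273) was at 296.97 ± 36.85 CPM (SD, n = 3) in SAF and 189.97 ± 16.21 CPM (SD, n = 3) in VAF. Its log2FC was 0.62 (standard error 0.21, adjusted p = 0.28 from edgeR's quasi-likelihood test, 0.075 from DESeq2 and 0.064 to 1 over all alternatives), with the 3 SAF libraries above the 3 VAF libraries; the gene overlaps SCAF4. With the other reading of the labels its log2FC was 0.0. BMP5 (chromosome 7 from 25344924 to 25468430) was at 13.87 ± 9.01 CPM in SAF and 1.58 ± 1.67 CPM in VAF, a log2FC of 3.09 (standard error 0.9, edgeR adjusted p = 0.24). LIPA (chromosome 14 from 101131372 to 101254739), which overlaps 4 other genes, among them IFIT1 and IFIT2, was at 479.75 ± 69.66 and 238.78 ± 97.05 CPM, a log2FC of 0.99 (standard error 0.31, edgeR adjusted p = 0.27). LIPG, IRS1 and AACS were also higher in SAF. WT1 (chromosome 2 from 28411467 to 28456007, overlapping LOC102161978) was at 0.08 ± 0.14 CPM in SAF and 7.61 ± 2.58 CPM in VAF, a log2FC of -6.55 (standard error 0.99, edgeR adjusted p = 0.13). Its SAF value rests on 4 counts in SAF3-2. With each library left out in turn, its log2FC ranged from -10.26, without SAF3-2, to -5.94, without SAF3-3. HOXA11 (chromosome 18 from 45388523 to 45392190) had 0 counts in the 3 SAF libraries and was at 14.24, 14.01 and 0.21 CPM in VAF3-1, VAF3-2 and VAF3-3; it did not pass edgeR's filter and was at least 56.3-fold higher in VAF when SAF is set to 3 counts. GATA6, GATA3, SFRP2, WNT5A and WNT2B were also higher in VAF. Over the 8 genes that were higher in VAF, the median difference in log2(CPM + 1) from the SAF mean was 2.40 in VAF3-1, 2.96 in VAF3-2 and 0.86 in VAF3-3.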

The tendency for changes was consistent between the RNA-seq and qRT-PCR results, except for *SOD1*. This indicates that their gene regulation networks are developmentally distinct regarding fat deposition, suggesting different functioning with age.

### Functional Enrichment Analysis

To gain an overview on the functions of the DEGs, we carried out Gene Ontology (GO) enrichment analysis between SAF and VAF at the same developmental stage, and identified 243, 359, 332 and 455 significantly enriched GO terms for upregulated DEGs in 1-, 3- and 6 months SAF, as also in 1-, 3- and 6 months VAF, respectively (Supplementary Tables S13–S18). Figure 3 shows the top 20 most significantly enriched GO items in each group. At 1 month, GO terms including “central nervous system development” and “regulation of heart rate” were significantly enriched in upregulated DEGs in SAF (Figure 3A); GO terms including “regulation of cell shape,” “immune system process” and “actin cytoskeleton organization” were significantly enriched in upregulated DEGs in VAF (Figure 3B). At 3 months, GO terms including “oxidation-reduction process,” “negative regulation of apoptotic process,” “cholesterol homeostasis” and “lipid metabolic process” were significantly enriched in upregulated DEGs in SAF (Figure 3C); GO terms included “epithelial cell differentiation,” “male gonad development,” “ion transport” and “positive regulation of JNK cascade” were significantly enriched in the upregulated DEGs in VAF (Figure 3D); at 6 months, GO terms including “positive regulation of cell-substrate adhesion,” “regulation of gene expression,” “cell adhesion” and “collagen fibril organization” were significantly enriched in upregulated DEGs in SAF (Figure 3E); GO terms including “cell surface receptor signaling pathway” and “immune system process” were significantly enriched in upregulated DEGs in VAF (Figure 3F).

**FIGURE 3:**
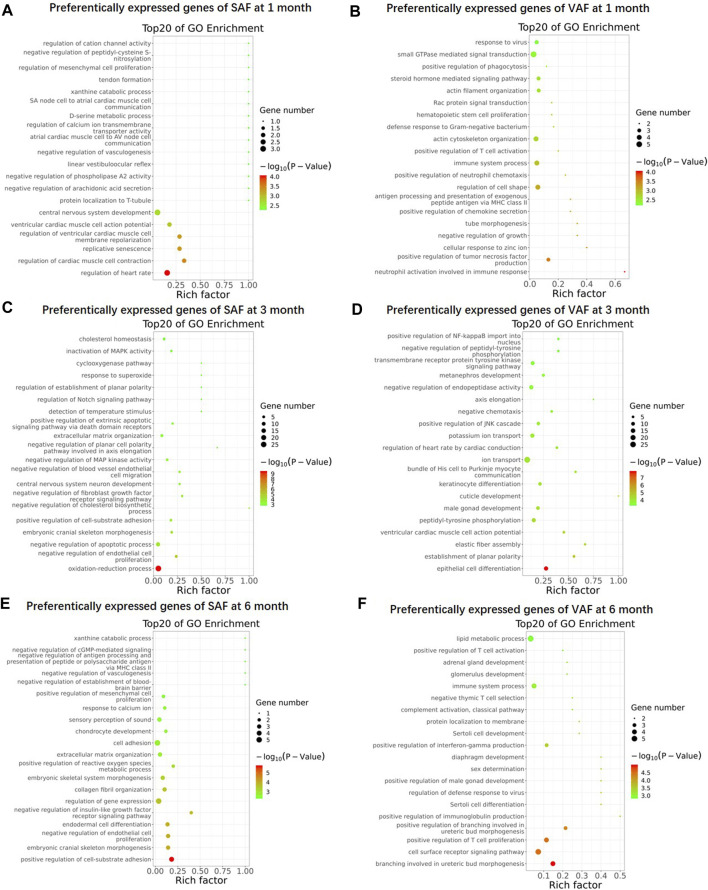
Gene Ontology (GO) enrichment of upregulated genes. GO enrichment of upregulated genes in 1 month SAF **(A)**, 1 month-old VAF **(B)**, 3 months SAF **(C)**, 3 months-old VAF **(D)**, 6 months SAF **(E)**, 6 months VAF **(F)** groups. The X-axis provides the richness factor, calculated by dividing the upregulated gene number in a given GO term by the total gene number in the term of genome. The size and color of the bubbles represent gene number and enrichment significance according to hypergeometric testing, respectively.

KEGG analysis of the DEGs obtained significantly enriched pathways for upregulated genes in 1-, 3- and 6 months SAF or VAF groups (Supplementary Tables S19–S21). The enriched pathways between SAF and VAF at 1 and 6 months mainly related to diseases (Supplementary Tables S19, S21). At 3 months, pathways included “oxidative phosphorylation,” “TNF signaling pathway,” “PI3K-Akt signaling pathway,” “ECM-receptor interaction” and “focal adhesion” were significantly enriched in upregulated DEGs in SAF (Supplementary Table S20); pathways including “Hippo signaling pathway,” “thyroid hormone synthesis,” “oxytocin signaling pathway,” “calcium signaling pathway,” “focal adhesion,” “regulation of actin cytoskeleton” and “MAPK signaling pathway” were significantly enriched in upregulated DEGs in VAF (Supplementary Table S20). Deposit-specific DEGs enrichment in the lipid metabolism (SAF-specific), sexual development (VAF-specific), hormone signaling pathway (VAF-specific) and the hippo signaling pathway (VAF-specific) at 3 months are shown in Table 1.

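The lists of Table 1 hold 46 genes, since WNT2B and WNT5A are in both the sexual development list and the Hippo list. With edgeR, 38 of them passed the filter on low counts and 0 were called after adjustment over the 14960 genes tested, with adjusted p from 0.13 to 0.28. All 38 had an unadjusted p under 0.05. DESeq2 called all 46. Among those that did not pass the filter are HOXA11, KCNN4, ASGR2, CACNG6, PLA2G4F, ADCY8 and AREG. In edgeR without VAF3-3, all genes of the 4 lists were called. The 3 VAF libraries of 3 months differed in these genes. Over the 9 genes of sexual development, the mean of log2(CPM + 1) was 4.46 in VAF3-1, 4.46 in VAF3-2 and 3.02 in VAF3-3, against 1.93 ± 0.18 (SD, n = 3) in SAF. Over the 18 genes of hormone signaling it was 4.56, 3.73 and 2.08, against 1.67 ± 0.16 in SAF, and over the 11 Hippo genes 4.24, 3.44 and 2.17, against 1.15 ± 0.17. VAF3-1 and VAF3-2 were also the libraries with RNA of genes typical of bladder and ureter epithelium. Over 10 such markers, listed before the counts were seen, the mean of log2(CPM + 1) was 6.18 and 4.88 in these libraries, 0.56 in VAF3-3 and at most 0.68 in the others.

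**Figure D1:**
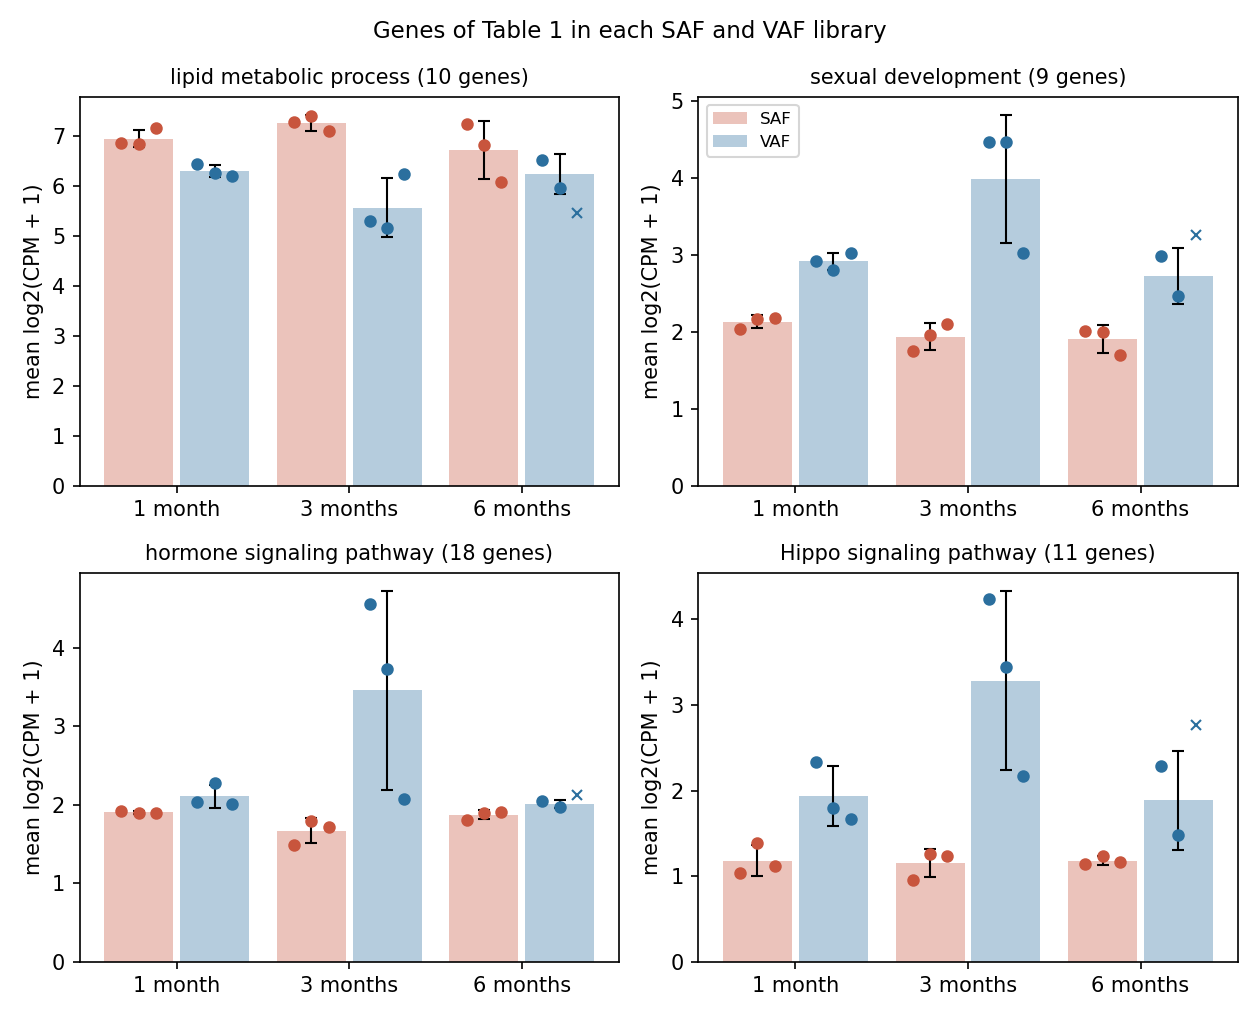
Mean of log2(CPM + 1) over the genes of each list of Table 1 (y axis) by age (x axis) in SAF (red) and VAF (blue). Points are single libraries, bars are means and error bars are SD of 3 libraries, or of 2 in VAF at 6 months, where the cross is VAF6-3.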

**TABLE 1:** Deposit-specific DEGs enrichment in the lipid metabolic process (SAF-specific), sexual development (VAF-specific), hormone signaling pathway (VAF-specific) and Hippo signaling pathway (VAF-specific) at 3 months.

Gene ID	Gene symbol	Gene title		log2FC (SF/VAF)	*p*-value	FDR
SAF-specific DEGs enrichment in the lipid metabolic process						
448,985	CYP7A1	cytochrome P450, family 7, subfamily A, polypeptide 1		3.91	0	0
100,157,318	APOD	apolipoprotein D-like		3.03	0	0
396,832	LEP	leptin		2.18	0	0
100,516,456	LIPG	lipase, endothelial		1.78	0	0
100,155,736	AACS	acetoacetyl-CoA synthetase		1.32	0	0.01
100,142,668	APOE	apolipoprotein E		1.53	0	0
404,693	IRS1	insulin receptor substrate 1		1.26	0	0.05
397,576	CAV1	caveolin 1, caveolae protein, 22 kDa		1.03	0	0.03
100,156,545	LIPA	lipase A, lysosomal acid, cholesterol esterase		1.00	0	0.04
100,512,686	TWIST1	twist basic helix-loop-helix transcription factor 1		0.91	0	0.02
VAF-specific DEGs enrichment in sexual development						
100,521,236	HOXA11		homeobox A11	−9.88	0	0
397,338	WT1		Wilms tumor 1	−6.66	0	0
100,738,625	NKX3-1		NK3 homeobox 1	−5.25	0	0.02
733,631	GATA3		GATA binding protein 3	−3.64	0	0
100,520,560	WNT2B		wingless-type MMTV integration site family, member 2B	−2.65	0	0
397,600	GATA-6		transcription factor GATA-6	−2.50	0	0
100,516,027	SFRP2		secreted frizzled-related protein 2	−2.21	0	0.02
100,627,056	WNT5A		wingless-type MMTV integration site family, member 5A	−2.09	0	0
100,155,189	TESC		tescalcin	−1.12	0	0.01
VAF-specific DEGs enrichment in the hormone signaling pathway						
1.01E+08	KCNN4		potassium intermediate/small conductance calcium-activated channel, subfamily N, member 4	−8.84	0	0.01
1E+08	ASGR2		asialoglycoprotein receptor 2	−7.29	0	0.04
1E+08	CACNG6		calcium channel, voltage-dependent, gamma subunit 6	−6.66	0	0.01
396,828	KCNMB1		potassium large conductance calcium-activated channel, subfamily M, beta member 1	−4.56	0	0.01
397,081	PLA2G4F		phospholipase A2, group IVF	−4.43	0	0.04
1.01E+08	ADCY8		adenylate cyclase 8 (brain)	−4.26	0	0
1.01E+08	CACNA1D		calcium channel, voltage-dependent, L type, alpha 1D subunit	−3.73	0	0
396,898	FXYD2		FXYD domain containing ion transport regulator 2	−3.52	0	0
396,856	MYL9		myosin, light chain 9, regulatory	−3.31	0	0
1E+08	CACNA2D2		calcium channel, voltage-dependent, alpha 2/delta subunit 2	−3.25	0	0.01
1.01E+08	DUOXA2		dual oxidase maturation factor 2	−2.89	0	0
1.01E+08	MYLK		myosin light chain kinase	−2.88	0	0
1E+08	CAMK1G		calcium/calmodulin-dependent protein kinase IG	−2.83	0	0
1.01E+08	ATP1B2		ATPase, Na+/K+ transporting, beta 2 polypeptide	−1.93	0	0.01
541,593	ATP1A2		ATPase, Na+/K+ transporting, alpha 2 polypeptide	−1.89	0	0.04
1.01E+08	ATP1B1		ATPase, Na+/K+ transporting, beta 1 polypeptide	−1.76	0	0
396,848	MYL6B		myosin light chain 6B-like	−1.56	0	0.04
1.01E+08	RYR2		ryanodine receptor 2 (cardiac)	−1.51	0	0.02
VAF-specific DEGs enrichment in the Hippo signaling pathway						
1.01E+08	WWC1		WW and C2 domain containing 1	−8.84	0	0
1E+08	CDH1		cadherin 1, type 1, E-cadherin (epithelial)	−7.78	0	0
1.01E+08	WNT16		wingless-type MMTV integration site family, member 16	−7.05	0	0
1.01E+08	RASSF6		Ras association (RalGDS/AF-6) domain family member 6	−6.27	0	0
397,668	AREG		amphiregulin	−6.27	0	0
1.01E+08	DLG3		discs, large homolog 3	−3.86	0	0
1.01E+08	WNT2B		wingless-type MMTV integration site family, member 2B	−2.65	0	0
1.01E+08	PRKCZ		protein kinase C, zeta	−2.48	0	0.01
1E+08	WNT10B		wingless-type MMTV integration site family, member 10B	−2.1	0	0
1.01E+08	WNT5A		wingless-type MMTV integration site family, member 5A	−2.09	0	0
492,315	BMP7		bone morphogenetic protein 7	−2	0	0

In summary, functional enrichment analysis uncovered some unexpected results: 1) A number of the genes preferentially expressed in SAF and VAF did not overlap, especially at 3 months. 2) Enriched terms related to lipid metabolism were seen in 3 months SAF, suggesting that smaller body sizes were likely the result of their relatively high lipid metabolic rate. 

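Each of the 10 lipid metabolism genes of Table 1 had its 3 SAF libraries above its 3 VAF libraries at 3 months. By chance 10% of genes lie apart, both directions together, but the list was drawn from the paper's calls on the same libraries, so this count is no separate test. Their log2FC ranged from 0.91 for TWIST1 to 3.86 for CYP7A1, and their adjusted p from 0.17 to 0.27 with edgeR over all genes tested. Adjusted over the list alone, 10 passed 0.05, which shows no stability because the list was drawn from the paper's calls on the same data. With the other reading of the labels TWIST1 had a log2FC of 0.33. The median difference of the 10 genes from the SAF mean in log2(CPM + 1) was -1.76 in VAF3-1, -1.61 in VAF3-2 and -0.89 in VAF3-3. Their mean of log2(CPM + 1) was 7.26 ± 0.16 (SD, n = 3) in SAF and 5.56 ± 0.58 (SD, n = 3) in VAF at 3 months, 6.94 ± 0.18 and 6.3 ± 0.13 at 1 month, and 6.71 ± 0.59 and 6.23 ± 0.4 (SD, n = 2) at 6 months, where VAF6-3 was at 5.45. Over 7 markers of adipocytes other than LEP, the mean of log2(CPM + 1) was 9.48 in VAF3-1 and 9.19 in VAF3-2, 11.0 in VAF3-3, and at least 10.18 in every other library.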

3) Genes associated with sexual development were upregulated in the 3 months VAF, indicating that these pigs were at the juvenile-to-adult growth stage, consistent with the characteristics of precocious puberty in miniature pigs. 

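All 9 genes of sexual development in Table 1 were higher in VAF at 3 months on average, and 8 had their 3 VAF libraries above their 3 SAF libraries. Chance parts 10% of genes in one direction or the other, a share that does not hold for genes picked on these libraries. The 7 genes that edgeR tested had a log2FC from -6.55 to -1.13 and an adjusted p from 0.13 to 0.27 over all genes; adjusted over the list alone 7 passed 0.05, which again rests on a list drawn from the paper's calls. The median difference from the SAF mean in log2(CPM + 1) was 2.40 in VAF3-1, 2.80 in VAF3-2 and 0.90 in VAF3-3, and 3 genes were at least 1 unit above SAF in VAF3-3. TESC (tescalcin, chromosome 14 from 35381899 to 35452215, overlapping FBXW8) was at 5.75 ± 1.19 CPM (SD, n = 3) in SAF and 12.34 ± 0.8 CPM (SD, n = 3) in VAF, with 11.46 CPM in VAF3-3, a log2FC of -1.13 (standard error 0.28, adjusted p = 0.2 from edgeR's quasi-likelihood test). Over the 9 genes, the mean of log2(CPM + 1) in VAF was 2.91 ± 0.11 at 1 month, 3.98 ± 0.83 at 3 months and 2.72 ± 0.37 (n = 2) at 6 months, where VAF6-3 was at 3.26. In SAF it was 2.13 ± 0.08 and 1.9 ± 0.18 at 1 and 6 months.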

4) Genes related to the hormone signaling pathway were already highly expressed in 3-months VAF, indicating that hormone levels are different between SAF and VAF, which directly affects the metabolism of adipose tissue, as well as its accumulation and distribution. 

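Of the 18 genes of the hormone signaling list, 10 had their 3 VAF libraries above their 3 SAF libraries at 3 months. For genes not chosen on these libraries, chance gives 10% over both directions. The 13 genes that edgeR tested had a log2FC from -4.55 to -1.51 and an adjusted p from 0.17 to 0.28 over all genes, and 13 passed 0.05 when adjusted over the list alone, which was drawn from calls on the same counts. All 18 were at least 1 unit of log2(CPM + 1) above the SAF mean in VAF3-1, 16 in VAF3-2 and 4 in VAF3-3; the medians were 2.79, 2.04 and 0.18. Several are genes of contractile muscle. MYL9 (chromosome 17 from 39788165 to 39795240, overlapping LOC110257438) was at 762.98, 762.47 and 51.64 CPM in VAF3-1, VAF3-2 and VAF3-3, and at 54.34 ± 17.86 CPM (SD, n = 3) in SAF. KCNMB1 (chromosome 16 from 53616532 to 53631197, overlapping KCNIP1) was at 80.43, 53.32 and 2.67 CPM in the same VAF libraries and at 1.98 ± 1.33 CPM in SAF, and MYLK (chromosome 13 from 136509878 to 136809674, overlapping LOC102157484) at 696.42, 193.97 and 43.7 CPM against 43.21 ± 4.88 CPM. DUOXA2, the maturation factor gene of dual oxidase 2 (chromosome 1 from 126616631 to 126620359), was at 9.58, 15.81 and 4.96 CPM in VAF and 1.39 ± 0.72 CPM in SAF, a log2FC of -2.89 (standard error 0.57, adjusted p = 0.17 from edgeR's quasi-likelihood test). Over 8 smooth muscle markers, listed before the counts were seen, the mean of log2(CPM + 1) was 9.27 in VAF3-1, 9.02 in VAF3-2, 4.94 in VAF3-3 and at most 6.17 in the other libraries.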

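Among the 11 Hippo pathway genes of Table 1, 9 had their 3 VAF libraries above their 3 SAF libraries at 3 months. The 10% that chance gives over both directions is no measure here, since the list was selected on the same libraries. Of the 10 genes that edgeR tested, WWC1, WNT16 and RASSF6 had at most 1 count in each SAF library and were at least 27.6-fold, 8.1-fold and 9.1-fold higher in VAF. The others had a log2FC from -7.78 for CDH1 to -1.99 for BMP7. The adjusted p was from 0.13 to 0.24 over all genes; all 10 passed 0.05 adjusted over the list alone, which holds the paper's own calls. The median difference from the SAF mean in log2(CPM + 1) was 2.66 in VAF3-1, 2.35 in VAF3-2 and 0.96 in VAF3-3, and 10, 9 and 5 of the genes were at least 1 unit above SAF. CDH1, which encodes E-cadherin (chromosome 6 from 18075487 to 18155986), was at 467.23, 114.19 and 6.75 CPM in VAF3-1, VAF3-2 and VAF3-3 and at 0.91 ± 0.59 CPM (SD, n = 3) in SAF, a log2FC of -7.78 (standard error 1.53, adjusted p = 0.17 from edgeR's quasi-likelihood test). AREG (amphiregulin, chromosome 8 from 70417935 to 70428106) was at 20.79, 7.1 and 0.13 CPM in the VAF libraries and 0.12 ± 0.16 CPM in SAF.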

5) Genes related to the Hippo signaling pathway were upregulated in 3 months VAF, suggesting it is important in regulating the balance of cell proliferation and apoptosis regarding organ and tissue size at 3 months.

### Short Time-Series Expression Miner Analysis

According to STEM analysis, all DGEs in SAF or VAF at the 3 ages were classified into 8 clusters according to their degree of expression. Among them, the *p* values of 3 clusters for SAF and 4 clusters for VAF were statistically significant (Figure 4A). 

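Genes called in either comparison of ages within a depot were assigned to the one of 8 shapes over 1, 3 and 6 months that their mean log2(CPM + 1) correlated with best, as STEM does. The number of genes per shape was compared with its mean over the 6 orders of the ages by a binomial test, with p multiplied by 8. Of the 15 genes called in SAF by edgeR, 5 fell from 1 to 3 months and then stayed flat, 5 were highest at 3 months, and no shape was over-represented (exact binomial p = 1 for each after the factor of 8). In VAF, where edgeR called 0 genes between ages, no gene could be assigned. With the genes called by DESeq2, the alternative that moved these results the most, 844 genes were assigned in SAF and 928 in VAF, and 2 shapes were over-represented in each depot.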

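Among the genes DESeq2 called in SAF, 156 fell from 1 to 3 months and then stayed flat, against a mean of 104.0 over the orders of the ages (binomial test, p = 1.4e-06 after the factor of 8). Another 181 stayed flat to 3 months and then fell, against 116.0 (exact binomial p = 5.7e-09). The shape that fell at both steps held 37 genes, fewer than its mean of 61.3. In VAF, 469 genes were highest at 3 months, against 231.3 (exact binomial p = 5.2e-62), and 87 stayed flat to 3 months and then fell, against 58.2 (exact binomial p = 0.0012). The shape that rose at both steps held 20 genes in VAF, against a mean of 48.5, and the one that fell at both steps 14. Each gene entered through a call between 3 months and another age, which favours shapes in which 3 months differs, and these p do not account for that. Genes are also not independent replicates, so the p describe the gene sets, not the pigs. In VAF the values of 6 months are means of VAF6-1 and VAF6-2; with VAF6-3 included edgeR called no gene between ages in VAF, so that none could be assigned. Of the 469 VAF genes highest at 3 months, 412 had VAF3-3 closer to the mean of the other ages than to VAF3-1 and VAF3-2.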

The number of DGEs in the 3 clusters for SAF ranged from 144 in cluster 0 to 288 in cluster 1, while these in the 4 clusters for VAF ranged from 185 in cluster 3 to 504 in cluster 5.

**FIGURE 4:**
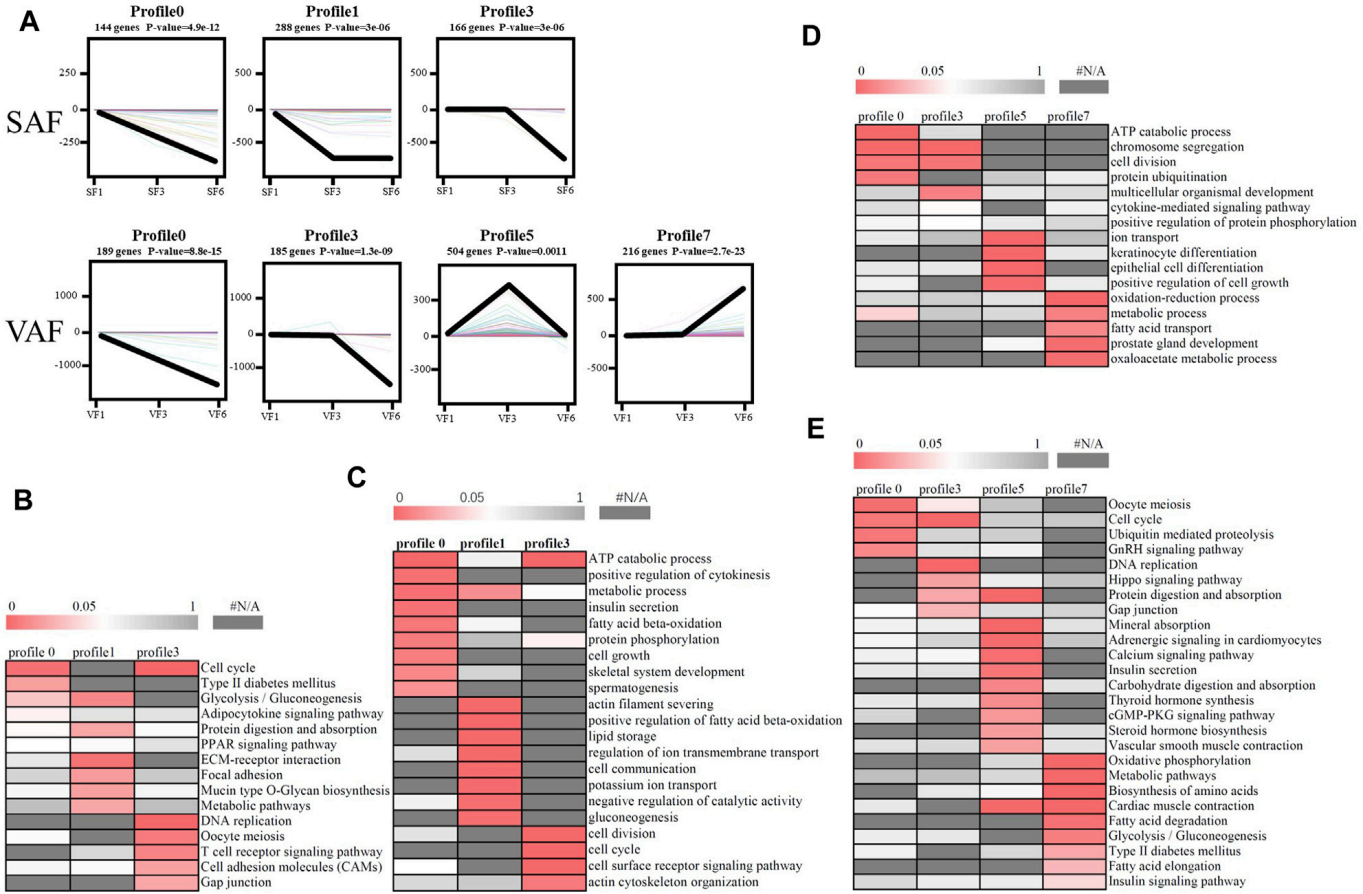
Patterns of gene expression and GO or pathway enrichment across the points in SAF and VAF. **(A)** Patterns across 3 time-points in SAF and VAF inferred by STEM analysis. In each frame, the color lines represent the expression patterns of each gene, whereas the black line represents the expression tendency of all the genes. The number of genes belonging to each pattern was labeled above the frame. **(B)** GO enrichment analysis of 3 significant clusters in SAF. **(C)** KEGG enrichment analysis of 3 significant clusters in SAF. **(D)** GO enrichment analysis of 4 significant clusters in VAF. **(E)** KEGG enrichment analysis of 4 significant clusters in VAF. The significance of the most represented GO-slims in each main cluster is indicated by *p*-value. The red areas represented the significant *p*-value, wheaeas the dark gray represented the nonsignificant values.

To determine the significance of the transcriptional changes in each group, GO and KEGG classifications were implemented for the genes belonging to the overrepresented profiles. 

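Over 12 genes of cell division, the mean of log2(CPM + 1) in SAF was 3.35 ± 0.06 (SD, n = 3) at 1 month, 3.32 ± 0.09 (SD, n = 3) at 3 months and 1.81 ± 0.39 (SD, n = 3) at 6 months. Among these, 8 were called by DESeq2 between ages in SAF, all with the shape that is flat to 3 months and then falls, and 0 by edgeR. CDC20 (chromosome 6 from 167886266 to 167890587) was at 8.39 ± 0.99 CPM at 3 months and 1.17 ± 0.85 CPM at 6 months, a log2FC of 2.83 (standard error 0.52, adjusted p = 0.16 from edgeR's quasi-likelihood test, 1.6e-05 to 0.58 over the alternatives, the lowest from DESeq2). CDK1 (chromosome 14 from 64233945 to 64255290, overlapping LOC100152879) was at 7.3 ± 1.0 and 1.29 ± 0.99 CPM, a log2FC of 2.49 (standard error 0.52, edgeR adjusted p = 0.2, and 0.00034 to 0.59 over the alternatives). CCNB1 (chromosome 16 from 47338239 to 47348385) was at 7.26 ± 1.71 and 2.06 ± 1.15 CPM, a log2FC of 1.82 (standard error 0.49, edgeR adjusted p = 0.28, and 0.02 to 0.72 over the alternatives). Between 1 and 3 months the log2FC of CDC20, CDK1 and CCNB1 was 0.08, -0.06 and -0.17, each smaller than its standard error. The lowest value of each gene at 6 months was in SAF6-3, at 0.43, 0.64 and 0.74 CPM.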

In SAF, genes involved in lipid storage, the PPAR signaling pathway was overrepresented in Profile 1, whereas genes involved in cell division and cycle were enriched in Profile 0 and 3 (Figures 4B,C; Supplementary Table S22). 

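In VAF, the mean of log2(CPM + 1) over the 11 Hippo genes of Table 1 was 1.93 ± 0.35 (SD, n = 3) at 1 month, 3.28 ± 1.04 (SD, n = 3) at 3 months and 1.88 ± 0.57 (SD, n = 2) at 6 months, with 2.77 in VAF6-3. VAF3-3 lay within the range of the libraries of 1 month, which ran from 1.67 to 2.33. The paper's supplementary table on this profile does not name its Hippo genes, so those of Table 1 may be others. DESeq2 called WWC1, CDH1, DLG3 and AREG between ages in VAF, and all 4 had the shape that is highest at 3 months; edgeR called 0 of them. In SAF the mean was 1.18 ± 0.18 at 1 month and 1.18 ± 0.05 at 6 months.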

In VAF, however, the genes involved in the hippo signaling pathway were enriched in Profile 3 (Figures 4D,E; Supplementary Table S23), where expression stays the same at 1 and 3 months, but decreased at 6 months (Figure 4A), suggesting that these genes are key in regulating the size of organs and tissues during the early phase. The genes involved in the GnRH signaling pathway were enriched in Profile 0 (Figures 4D,E; Supplementary Table S23), where expression gradually decreased with age, indicating genes involved in sexual development starts at early stage (Figure 4A). In profile 5, the overrepresented GO and pathway included insulin secretion, thyroid and steroid hormone synthesis (Figures 4D,E; Supplementary Table S23). 

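Among the 18 hormone signaling genes of Table 1, DESeq2 called 11 between ages in VAF. The shape highest at 3 months was assigned to 10 of them, including ADCY8, CACNA1D, FXYD2 and MYLK, while ATP1B1 rose from 1 to 3 months and then stayed flat; edgeR called 0. The mean of log2(CPM + 1) over all 18 genes in VAF was 2.11 ± 0.15 (SD, n = 3) at 1 month, 3.46 ± 1.26 (SD, n = 3) at 3 months and 2.01 ± 0.06 (SD, n = 2) at 6 months, with 2.12 in VAF6-3. The means of VAF3-1 and VAF3-2 lay above every library of the other ages, and that of VAF3-3 within the 2.01 to 2.28 of the libraries of 1 month. In SAF the means were 1.9 ± 0.02 at 1 month and 1.87 ± 0.06 at 6 months.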

Expression levels of these genes peaked at 3 months and subsequently decreased (Figure 4A). 

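SREBF1 (sterol regulatory element binding transcription factor 1, chromosome 12 from 60733967 to 60750951) in VAF was at 154.36 ± 17.26 CPM (SD, n = 3) at 1 month, 274.77 ± 88.68 CPM (SD, n = 3) at 3 months and 428.32 ± 22.67 CPM (SD, n = 2) at 6 months, with 123.29 CPM in VAF6-3. Its log2FC was -0.85 for 1 against 3 months (standard error 0.26, adjusted p = 0.39 from edgeR's quasi-likelihood test) and -0.62 for 3 against 6 months (standard error 0.34, edgeR adjusted p = 0.57). SLC2A4 (glucose transporter GLUT4, chromosome 12 from 52628746 to 52634965) was at 96.63 ± 34.42, 188.15 ± 61.87 and 353.59 ± 0.23 CPM, with 34.9 CPM in VAF6-3, a log2FC of -0.98 and then -0.89 (edgeR adjusted p = 0.41 and 0.45). For 3 against 6 months its adjusted p ranged from 0.018 to 0.93 over the alternatives. With each library of 3 months left out in turn, its log2FC was -1.19 to -0.71 and its lowest edgeR adjusted p 0.03. GCDH (chromosome 2 from 66131154 to 66138963, overlapping SYCE2) was at 77.14 ± 3.45, 88.37 ± 21.86 and 119.04 ± 1.03 CPM, with 45.67 CPM in VAF6-3. MECR (chromosome 6 from 86094383 to 86131691) was at 24.69 ± 3.2, 27.53 ± 4.99 and 39.89 ± 4.77 CPM, with 20.63 CPM in VAF6-3. GCDH changed by a log2FC of -0.21 and -0.41 and MECR by -0.18 and -0.51, each with an edgeR adjusted p of 0.56 or more. Each of the 4 genes was highest at 6 months in VAF6-1 and VAF6-2, and in VAF6-3 each lay below the lowest library of 1 month. When the labels of the 4 samples are read the other way, with VAF6-1 as a library of 3 months and VAF6-2 and VAF6-3 as those of 6 months, the direction from 3 to 6 months reversed for SREBF1 (log2FC 0.01), SLC2A4 (0.18) and GCDH (0.11).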

Genes involved in lipid metabolism were enriched in profile 7(Figures 4D,E; Supplementary Table S23), where expression was lower and then peaked at 6 months (Figure 4A). These results suggested a variation in genes and pathways between SAF and VAF. Obviously, the differentiation in gene expression patterns between the two deposits corresponded to their distinct responses in sexual development, hormone signaling pathways, lipid metabolism, as well as the hippo signaling pathway. A total of 9 genes in profile 7 of VAF and profile 0, 1 and 3 of SAF were randomly selected for Qrt-PCR verification (Figure 5); the RNA-seq and Qrt-PCR patterns were consistent.

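In SAF, PCK1 (phosphoenolpyruvate carboxykinase 1, chromosome 17 from 57930507 to 57936523) was at 506.06 ± 137.38 CPM (SD, n = 3) at 1 month, 123.25 ± 36.99 CPM (SD, n = 3) at 3 months and 35.02 ± 15.95 CPM (SD, n = 3) at 6 months. Its log2FC was 2.05 for 1 against 3 months (standard error 0.28, adjusted p = 0.061 from edgeR's quasi-likelihood test) and 1.81 for 3 against 6 months (standard error 0.36, edgeR adjusted p = 0.17). DESeq2 called it in both comparisons, where the adjusted p over the alternatives ranged from 7.3e-10 to 0.31 and from 0.00026 to 0.58. In both comparisons all libraries of the younger age lay above those of the older. ACOX2 (acyl-CoA oxidase 2, chromosome 13 from 40220952 to 40255967) was at 37.89 ± 6.18, 30.23 ± 8.11 and 19.59 ± 1.92 CPM, a log2FC of 0.34 (standard error 0.22, edgeR adjusted p = 0.55) and then 0.63 (standard error 0.22, edgeR adjusted p = 0.43), and was called by neither tool. Of the 9 genes, DESeq2 called PCK1, CCNB1, CDK1, CDC20, SREBF1 and SLC2A4 between ages in SAF. There SREBF1 and SLC2A4 had the shape that is highest at 3 months. In VAF DESeq2 called PCK1 between ages, but not SREBF1, SLC2A4, GCDH or MECR.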

**FIGURE 5:**
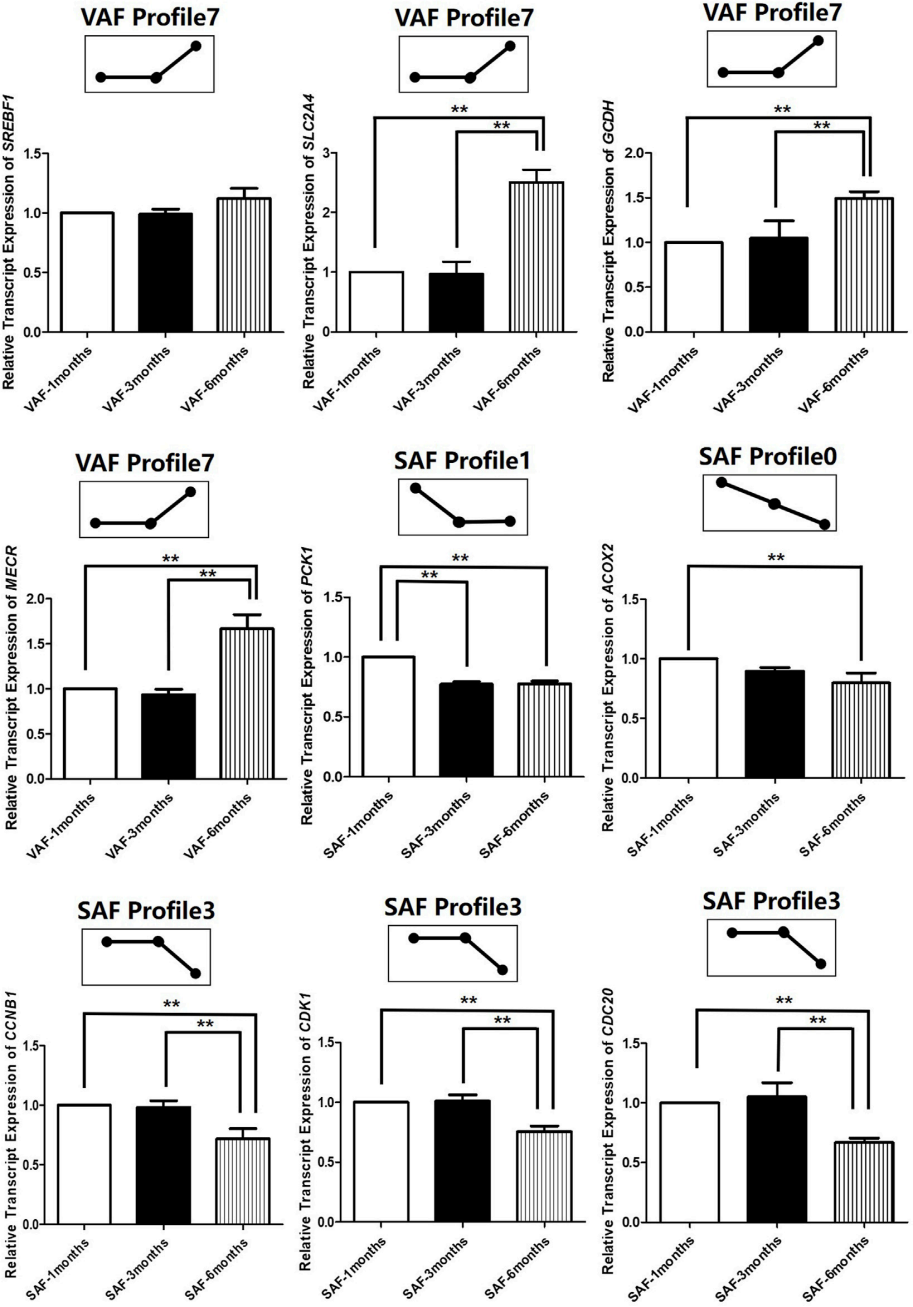
Experimental verification of gene expression level in across 3 time-points in SAF and VAF using qRT-PCR(*n* = 3). A total of 9 genes in profile 7 of VAF and profile 0, 1 and 3 of SAF were randomly selected for qRT-PCR verification. ^**^Difference is extremely significant (*p* ≤ 0.01).

### Molecular Network in Pig Adipose Tissues Potentially Regulates Tissue Deposit- Differences

The DEGs (log2FC >0.585 or <-0.585; ii), FDR <0.05 between SAF-3 and VAF-3 groups were used to construct a gene interaction network in the IPA system, Figure 6 showing that 35 DEGs were found. 

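Of the 35 genes of the network, 10 were higher in SAF and the others higher in VAF at 3 months. With edgeR 29 passed the filter on low counts, with an adjusted p from 0.13 to 0.28 over all genes tested, so that 0 were called; 29 had an unadjusted p under 0.05, and DESeq2 called all 35. The 3 SAF libraries lay above the 3 VAF libraries in 10 of the 35 genes and below them in 17, where chance gives 10% for both directions together among genes not chosen, as these were, on the same libraries. In VAF3-1, 24 of the genes were at least 1 unit of log2(CPM + 1) above the SAF mean, in VAF3-2 22 and in VAF3-3 8. Without VAF3-3, edgeR called all 35, but the VAF libraries then left are those with RNA of urinary tract markers.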

Using IPA software, function analysis of these genes showed that the most important functions of this network consisted of lipid metabolism and hormone signaling.

**FIGURE 6:**
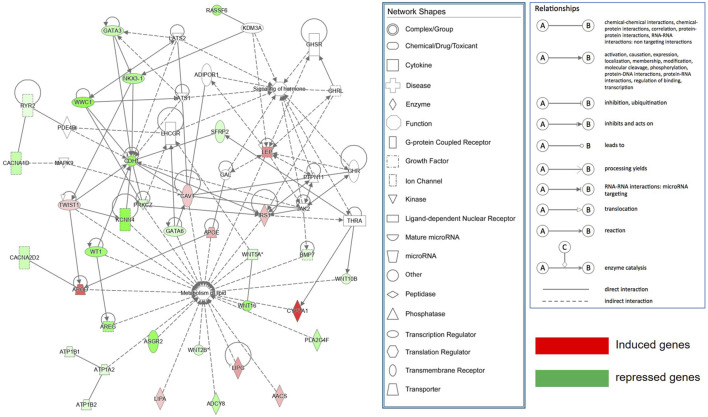
Molecular networks functionally associated with lipid metabolism and hormone signaling identified by Ingenuity Pathway Analysis (IPA).

## Discussion

Many factors affect fat deposition, including genetics, nutrition, exercise, location of deposition, age, etc., (Lee et al., 2013; Bosello and Vanzo, 2021). Location and age are important factors affecting fat accumulation and obesity-related diseases. Miniature pigs are similar to humans in physiological characteristics, making them suitable for medical research. Our object was to study the histological differences of SAT and VAT cells at 3 ages (1, 3 and 6 months), to the follow them through development. At 1 month they have been weaned, the diet structure changes, and the organism also changes, making them the fastest growth period. At 3 months, they reach sexual maturity, the endocrine levels of hormones and other hormones change greatly, and organs are still developing. At 6 months of age, the pigs are basically mature and fully developed.

The biological functions of the adipocytes are not only being inert storage depots releasing fuel as fatty acids and glycerol in time of fasting or starvation, but also endocrine glands secreting important hormones, cytokines, vasoactive substances, and other peptides (Kahn and Flier, 2000). It is reported that the association of insulin resistance (IR) with obesity involves more than fat mass per se, including adipose location and the degree of dysfunction associated with it (Westphal, 2008). Regional differences exist in the morphological characteristics and metabolic functions of adipose tissue (Lee et al., 2013). Our findings of the adipocyte volume of SAT and VAT increasing significantly with age, being significantly larger in VAT than SAT at 3 months, consistent with available data (Hoffstedt et al., 2010). In addition, the metabolic effects of adipose depots depend on their location and whether they are characterized as VAF or SAF (Westphal, 2008). Centrally located VAT has more influence on IR than does centrally located SAT (Westphal, 2008). Fat cell size is also strongly correlated with molecular level of adipose tissue homeostasis and IR. Small fat cells are the “buffer pool” of human fat, with higher insulin sensitivity and higher absorption rate of TG and FFA, which are considered to have a protective effect (Pausova et al., 2010). However, with the gradual increase of adipocyte volume, these small adipocytes gradually changed into larger ones, with the function of IR restrained to the anti-lipopolysis effect of insulin and possessing high rate lipopolysis (Pausova et al., 2010). Several researches reported that VAT containing more fat cells with large size has stronger decomposition metabolic activity than SAT fat cells (Hoffstedt et al., 2010; Pausova et al., 2010; Lima-Martínez et al., 2013). Therefore, the total amount of VAT is generally considered to be closely associated to IR (Hoffstedt et al., 2010).

The metabolic differences of adipose tissues in different parts are mainly: lipolysis, triglyceride synthesis and storage, and also differences in adipokines secreted (Lee et al., 2013). To understand the molecular mechanism of SAF and VAF deposition differences with age, we used RNA-Seq to study the transcriptional expression of SAF and VAF at the 3 ages, and mechanisms behind then. Consistent with phenotypic differences, the most DEGs were found in VAF and SF at 3 months. 

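Whether the difference between SAF and VAF changed with age was tested as an interaction of depot and age in one edgeR fit over the 17 libraries and 16664 genes. Between 1 and 3 months 0 genes were called, with 943 at an unadjusted p under 0.05, and between 3 and 6 months 0 were called, with 1449 at an unadjusted p under 0.05. With VAF6-3 included both numbers were again 0, with 766 and 811 genes at an unadjusted p under 0.05. With the replicate number as a block, 1 gene and 0 genes were called, with 1031 and 1180 at an unadjusted p under 0.05. In this fit each block held the SAF and VAF libraries of 1 age with the same number. The paper does not say that these are from the same pig. A Wald test of the same interaction in DESeq2, chosen after seeing the data, called 104 genes between 1 and 3 months, 98 of them with a difference that moved toward VAF, and 110 between 3 and 6 months, 91 of them moving toward SAF. Without VAF3-3 edgeR called 330 and 395 genes, the largest change of the alternatives run. VAF at 3 months is then only VAF3-1 and VAF3-2, the libraries with RNA of urinary tract markers. Without any other single library edgeR called 0. Fits without VAF6-1 or VAF6-2 were not run. From the larger adipocytes of VAF at 3 months the paper hypothesizes that the depots were differentiating at that age, and it sets its highest number of DEGs, also at 3 months, beside this. It then reads the DEGs of 3 months by their annotated functions. From the genes higher in SAF it proposes that a high lipid metabolic rate is a likely reason for the small body size. From those higher in VAF it proposes a growth stage between juvenile and adult, a difference in hormone levels between the depots, and a part of the Hippo pathway in the size of organs and tissues.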

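At 3 months, APOE (chromosome 6 from 51373113 to 51375333) was at 2751.36 ± 612.77 CPM (SD, n = 3) in SAF and 943.01 ± 438.8 CPM (SD, n = 3) in VAF, a log2FC of 1.52 (standard error 0.42, adjusted p = 0.22 from edgeR's quasi-likelihood test). LIPG, the endothelial lipase gene (chromosome 1 from 99081940 to 99110671), was at 29.28 ± 13.46 and 8.41 ± 2.03 CPM, a log2FC of 1.78 (standard error 0.36, edgeR adjusted p = 0.17), and AACS (chromosome 14 from 28109845 to 28169261) at 250.92 ± 72.09 and 99.87 ± 36.21 CPM, a log2FC of 1.31 (standard error 0.34, edgeR adjusted p = 0.2). APOD (chromosome 13 from 132514546 to 132562594) was at 322.8 ± 95.04 CPM in SAF and at 17.02, 15.36 and 86.34 CPM in VAF3-1, VAF3-2 and VAF3-3, a log2FC of 3.01 (standard error 0.7, edgeR adjusted p = 0.2). CYP7A1 (chromosome 4 from 74343101 to 74372628, overlapping SDCBP) was at 6.69 ± 3.68 CPM in SAF and 0.21, 0.05 and 1.06 CPM in the VAF libraries. CAV1, the caveolin 1 gene (chromosome 18 from 29648120 to 29682451), was at 1498.59 ± 173.94 CPM in SAF and 606.83, 512.93 and 1062.04 CPM in VAF, a log2FC of 1.02 (standard error 0.33, edgeR adjusted p = 0.27). With each library left out in turn, these 6 genes kept their direction, and their adjusted p was under 0.05 only without VAF3-3.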

Further functional enrichment analysis of DEGs in adipose tissue of VAF and SAF showed that the expression levels of genes related to lipid metabolism and cholesterol dynamic balance, which were significantly higher in SAF than IN VAF, including *APOE*(*Apolipoprotein E*), *LEPG* (*lipase, olease*), *AACS*, *APOD* (*Apolipoprotein D-like*), *CYP741* (*Cytochrome P450, Family 7, Subfamily A, Polypeptide 1*), *Caveolin 1*(*Caveolin 1, Caveolae protein, 22kDa*), and *CYP7A1* (*Cytochrome P450, Family 7, Subfamily A, Polypeptide 1*), DGEs involved in positive regulation of fatty acid β oxidation; *IRS1* and *TWIST1* (*Twist Basic helix-loop-Helix transcription factor 1*) were also highly expressed in SAF at 3 months. APOE is an enzyme involved in the activation of hydrolyzed fat and the transformation and metabolism of lipoprotein. Its concentration is positively correlated with plasma triglyceride content, and is an apolipoprotein that regulates lipid metabolism and cholesterol balance. It has an anti-atherosclerosis effect by inhibiting the formation of foam cells (Getz and Reardon, 2018). APOD is an apolipoprotein in plasma HDL and VHDL, and has the function of binding and transporting lipids by associating with APOA-I, and lecithin Cholesterol acyl transferase (LCAT) forms a “cholesterol ester transport complex” that helps regulate cholesterol metabolism (Thomas et al., 2003). *Endothelial lipase* (*EL*) gene, a member of lipase family, is expressed at a low level in normal endothelial cells, and its expression being significantly increased by various atherosclerosis (AS) factors (McCoy et al., 2002), which suggests that at 3 months, the cholesterol dynamic balance of SAT is higher than that of VAT, which is associated with higher TG and FFA absorbability and higher small-volume fat cells in SAT (Pausova et al., 2010). Other studies have shown that differences in expression of *HSL* and *perilipin*, encoding a lipid droplet protein that regulates lipolysis, in omental adipose tissue and SAT may be one of the molecular mechanisms underlying the differences between sites of lipolysis (Arner, 1995; Wang et al., 2003). However, the expression levels of these two genes were not significantly different between SAT and VAT, which may be due to the different species and parts of the subjects examined.

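Hormone-sensitive lipase is encoded by LIPE (chromosome 6 from 49543671 to 49560126, overlapping ATP5SL) and perilipin by PLIN1 (chromosome 7 from 55237517 to 55250797, overlapping LOC106510160). At 3 months LIPE was at 1487.41 ± 228.39 CPM (SD, n = 3) in SAF and 761.87 ± 500.81 CPM (SD, n = 3) in VAF, a log2FC of 0.95 (standard error 0.44, adjusted p = 0.44 from edgeR's quasi-likelihood test). The VAF libraries were at 454.04, 491.83 and 1339.74 CPM. PLIN1 was at 1827.48 ± 145.49 and 891.46 ± 744.99 CPM, a log2FC of 1.02 (standard error 0.54, edgeR adjusted p = 0.49), with 542.79, 384.74 and 1746.85 CPM in the VAF libraries. Without VAF3-3 both genes were called, with a log2FC of 1.6 for LIPE and 1.93 for PLIN1 (edgeR adjusted p = 0.0053 and 0.0038). Over all alternatives the adjusted p ranged from 0.0053 to 0.81 and from 0.0038 to 0.83. VAF3-1 and VAF3-2, the VAF libraries left in that fit, had the lowest means of 7 adipocyte markers, 9.48 and 9.19. Every other library had at least 10.18, so these 2 calls may reflect less adipocyte RNA in the samples. At 1 month LIPE was at 1115.89 ± 115.6 and 1125.66 ± 284.09 CPM (edgeR adjusted p = 0.99) and PLIN1 at 1526.28 ± 444.23 and 1177.93 ± 250.5 CPM, a log2FC of 0.38 (edgeR adjusted p = 0.56). At 6 months the log2FC was -0.07 for LIPE and -0.12 for PLIN1 (edgeR adjusted p = 0.96 and 0.93), with VAF at 1542.55 ± 274.51 CPM (SD, n = 2) and 1886.68 ± 131.63 CPM (SD, n = 2). VAF6-3 was at 1057.35 and 1466.22 CPM, and with it included both directions reversed, to 0.10 and 0.01.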

Adipose tissue is not only an energy storage organ, but has the potential to release a large number of peptide hormones and active adipocytes through autocrine, paracrine and endocrine forms. Adipokines secreted by SAF and VAF are involved in a number of physiological and pathological processes, including appetite and energy metabolism, IR, reproductive and endocrine system, bone metabolism, immunity and inflammation (Al-Gareeb et al., 2016); the characteristics of these adipokines are different (De Oliveira Leal and Mafra, 2013). Therefore, the study the molecular mechanism of functional differences in adipose tissue of different parts in the prevention and treatment of obesity and obesity-related diseases is important. We found a significant difference in insulin sensitivity between SAT and VAT at 3 months. Insufficient secretion and action of insulin are two important factors leading to IR and diabetes. IR has decreased efficiency of insulin in promoting glucose uptake and utilization for several reasons, and the body produces hyperinsulinemia through compensatory secretion of excessive insulin to maintain the stability of blood glucose (Lebovitz, 2001). We identified *Leptin* (*LEP*) and *IRS1* genes associated with insulin response through analysis of DEGs in SAT and VAT at 3 months. *IRS1* expression in SAT was significantly higher than in VAT. However, the expression levels of 9 genes related to insulin secretion in VAT were significantly higher than those in SAT, such as *ATPase, Na* ^*+*^ */K* ^*+*^ *buffer, beta 2 polypeptide, ATP1B2*; *ATPase, Na* ^*+*^ */K* ^*+*^ *buffer, beta 1 polypeptide, ATP1B1*; *ATPase, Na* ^*+*^ */K* ^*+*^ *buffer, Alpha 2 polypeptide, ATP1A2; Adenylate cyclase 8* (*brain*)*, ADCY8*; *Ryanodine receptor 2* (*Cardiac*)*, RYR2*; *FXYD domain containing ion Transport Regulator 2, FXYD2*, etc., IRS1 is an important molecule in intracellular insulin signaling (Tamemoto et al., 1994). 

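IRS1 (chromosome 15 from 128245846 to 128307321) at 3 months was at 25.66 ± 4.73 CPM (SD, n = 3) in SAF and 10.61 ± 5.88 CPM (SD, n = 3) in VAF, a log2FC of 1.25 (standard error 0.38, adjusted p = 0.26 from edgeR's quasi-likelihood test). DESeq2 gave an adjusted p of 0.044, and the alternatives together a range from 0.0052 to 0.58. The VAF libraries were at 7.23, 7.2 and 17.4 CPM, and the lowest SAF library was at 20.23 CPM. LEP, the leptin gene (chromosome 18 from 20106867 to 20124071), was at 94.75 ± 47.68 and 20.73 ± 10.36 CPM, a log2FC of 2.18 (standard error 0.49, edgeR adjusted p = 0.19).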

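At 3 months, ATP1B2 (chromosome 12 from 52925697 to 52932638) was at 3.26 ± 0.6 CPM (SD, n = 3) in SAF and at 13.67, 17.91 and 5.05 CPM in VAF3-1, VAF3-2 and VAF3-3, a log2FC of -1.93 (standard error 0.49, adjusted p = 0.2 from edgeR's quasi-likelihood test). ATP1B1 (chromosome 4 from 81912543 to 81937015) was at 14.46 ± 3.01 CPM in SAF and 79.64, 30.81 and 34.16 CPM in VAF, a log2FC of -1.75 (standard error 0.39, edgeR adjusted p = 0.19). ADCY8 (chromosome 4 from 9645398 to 9867065, overlapping LOC102163032) was at 0.23 ± 0.02 CPM in SAF and 9.69, 2.65 and 0.34 CPM in VAF; it did not pass edgeR's filter. RYR2 (chromosome 14 from 53652140 to 54406691), which overlaps 3 other genes, was at 4.77 ± 1.17 CPM in SAF and 17.07, 15.51 and 7.38 CPM in VAF, and FXYD2 (chromosome 9 from 45165314 to 45172440) at 0.45 ± 0.42 CPM and 9.63, 2.95 and 2.38 CPM. Their log2FC was -1.51 and -3.50 (edgeR adjusted p = 0.21 and 0.2).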

Leptin is a protein-like circulating factor, mainly involved in body weight regulation by reducing food intake (Halaas et al., 1995), increasing energy consumption (Pelleymounter et al., 1995), strengthening substance metabolism and other ways. The mechanism is through receptors on the target cell membrane and the corresponding signal transduction system. Signal transduction through bidirectional activated kinase J tyrosine protein kinase (JAK) and its transduction and the transcriptional activation protein (STAT) pathway affects the secretion of neuroendocrine hormones, such as neuropeptide Y (NPY), resulting in decreased appetite, increased energy consumption and loss of weight (Bjorbæk and Kahn, 2004). Powe et al. (2019) reported that LEP was significantly positively correlated with insulin response, insulin sensitivity and fat mass during the first trimester. LEP has a bidirectional effect on β cell function and glucose-stimulated insulin secretion (Kulkarni et al., 1997; Highman et al., 1998; Covey et al., 2006). We found that the expression of ATPase gene related to insulin secretion pathway was significantly higher in VAT than in SAT. ATP is a major signal of pancreatic IR (Ye, 2021). In obesity, ATP overproduction promotes systemic IR through a several mechanisms, such as inhibition of AMPK, Mtor induction, hyperinsulinemia, hyper glucagon and mitochondrial dysfunction. Preventing overproduction is a key strategy for insulin sensitization, which suggests that SAT is significantly more responsive and sensitive to insulin than VAT at 3 months, and the molecular basis of VAT’s higher metabolic activity determines that this site is closely related to IR (Hardy et al., 2012).

We found that some genes involved in gonadal development and endocrine function were significantly different in SAF and VAF expression at 3 months. Through DEGs pathway analysis, expression of 9 genes related to male sexual development in 3 months VAF was significantly higher than in 3 months SAF, such as *Nkx3-1*, *GATA-6*, *transcription factor GATA-3* (*GATA-3*), *SFRP2*, etc. 

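GATA3 (chromosome 10 from 63367684 to 63397977) was at 3.32 ± 0.48 CPM (SD, n = 3) in SAF and 79.12, 36.31 and 5.39 CPM in VAF3-1, VAF3-2 and VAF3-3, a log2FC of -3.62 (standard error 0.84, adjusted p = 0.2 from edgeR's quasi-likelihood test). GATA6 (chromosome 6 from 107282709 to 107314725, overlapping LOC100525229) was at 5.83 ± 1.19 CPM in SAF and 34.61, 46.12 and 16.25 CPM in VAF, a log2FC of -2.50 (standard error 0.41, edgeR adjusted p = 0.14). SFRP2 (chromosome 8 from 75337311 to 75345926) was at 30.63 ± 15.53 CPM in SAF and 72.94, 290.65 and 48.75 CPM in VAF, a log2FC of -2.21 (standard error 0.71, edgeR adjusted p = 0.27). GATA6 was also higher in VAF at 1 month, where its VAF libraries were at 14.29 to 18.46 CPM and its SAF libraries at 6.16 to 7.69 CPM.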

*Nkx3.1* gene is one of the new NK family homeobox genes that has a regulatory role in embryonic development (Tanaka et al., 2000), and is one of the key regulatory genes involved in prostatic genesis. Expression of *Nkx3.1* is highly specific to prostatic epithelium (Gelmann et al., 2003), and in the development of embryos, its expression is parallel to the level of androgens. Studies on adult male mice showed that its mRNA expression is significantly increased during sexual maturation, but significantly decreased after castration, *Nkx3.1* being maintained at high expression in a time and concentration dependent manner by androgen (Prescott et al., 1998). GATA-3 and GATA-6 are members of a group of zinc finger-containing transcriptional regulatory factors important in the mammalian reproductive system, including sex determination and reproductive function regulation (De Rooij, 1998; Tremblay and Viger, 2001). GATA-3 is mainly expressed in the pituitary gland, whereas Gata-6 is mainly expressed in endocrine organs and heart, and is highly expressed in testis of human and other vertebrates. It affects the growth and development of testis of mice, promotes the proliferation of stromal and spermatogonial cells, and synthesizes androgens (Bennett et al., 2013; Convissar et al., 2015; Jahromi et al., 2016). The data shows that pigs are in the stage of puberty and sexual maturity. SAF and VAF are important in regulating gonad development in male pigs and there are obvious molecular differences. The results of expression trend analysis also supported this conclusion. We found that genes related to the GnRH signaling pathway were enriched in VAF significant expression trend Profile 0. With increasing age, expression of these genes was highest at 1 month, and gradually decreased by 3 and 6 months. Gonad development and sexual maturation initiation in mammals are regulated by the hypothalamic-pituitary-gonad axis. GnRH, a hormone secreted by the hypothalamus to regulate reproductive function, is critical in sexual maturation initiation. These results indicate that genes involved in pituitary-gonad axis in pigs are highly expressed in the early stage of VAF, which to some extent reveals the molecular mechanism of precocity and reproduction.

We also found that thyroid hormone synthesis and the prolactin signaling pathway related genes were highly expressed in 3 months VAF. Gene expression trend analysis also showed that, in Profile5, gene expression of insulin secretion, oxytocin signaling, thyroid hormone synthesis and steroid hormone biology pathways peaked at 3 months, being lower at 1 and 6 months. Oxytocin helps to reduce weight by reducing food intake and increasing energy expenditure and fat breakdown. Oxytocin signaling is closely related to visceral fat deposition, such that animals without it show significantly increased abdominal fat, the weight of fat pads in perirenal, mesenteric and epididymal regions being significantly increased (Wu et al., 2012). Obesity is closely related to thyroid function, and produces an important regulatory neurohormone that affects cell differentiation and development on one hand, but on the other hand it regulates various metabolic functions in the body, especially of fat and blood sugar. Decomposition of thyroid hormone on fat and blood sugar is often stronger than the synthesis effect of fat and blood sugar, which may be an important reason for the high metabolic activity of VAT (Pausova et al., 2010). The data suggest that prolactin signaling and thyroxine synthesis signaling pathways help regulate VAF energy balance; in particular, during sexual maturation, VAF adipose tissue development is closely related to reproductive and endocrine functions, including insulin secretion, gonadal axis development and the thyroid hormone, etc.

Because miniature pigs are small body size, one can determine how accurately control of the organ size is in maintaining tissue homeostasis and normal body function, issues that are being widely studies. We found that 11 genes involved in the Hippo signaling pathway were significantly higher in 3-months VAF than in SAF, including *bone Morphogenetic protein 7*(*BMP7*), *wingless-type MMTV integration site family member 16* (*WNT16*), Ras association (*RalGDS/AF-6*) *domain family member 6*(*RASSF6*), *amphiregulin* (*AREG*), *WNT5A, wingless-type MMTV integration site family, member 10B*(*WNT10B*), *WNT2B*, *WW and C2 domain containing 1* (*WWC1*), *discs, large homolog 3*(*DLG3*), *Protein kinase Cζ Zeta* (*PRKCZ*), etc., BMP7 is an important member of the Transforming growth factor-β (TGF-β) family (Bragdon et al., 2011), and is a secreted multifunctional protein. 

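BMP7 (chromosome 17 from 57567770 to 57676516) was at 4.3 ± 1.28 CPM (SD, n = 3) in SAF at 3 months and at 26.55, 13.1 and 11.16 CPM in VAF3-1, VAF3-2 and VAF3-3, a log2FC of -1.99 (standard error 0.42, adjusted p = 0.18 from edgeR's quasi-likelihood test). WNT16 (chromosome 18 from 25621802 to 25633730) had 0 counts in SAF and was at 0.63, 0.55 and 2.93 CPM in the VAF libraries, at least 8.1-fold higher in VAF with SAF set to 3 counts, and at 38.66 CPM in VAF6-3. RASSF6 (chromosome 8 from 69773526 to 69832158, overlapping LOC102166306) had at most 1 count in a SAF library and was at 3.04, 1.0 and 0.55 CPM in VAF, at least 9.1-fold higher. WWC1 (chromosome 16 from 55418391 to 55595202) had 0 counts in SAF and was at 10.26, 2.9 and 0.81 CPM in VAF. Its mean was at least 27.6-fold higher in VAF, with VAF3-1 weighing most. The edgeR adjusted p of WNT16, RASSF6 and WWC1 was 0.2, 0.17 and 0.19. DLG3 (chromosome X from 56471941 to 56531481) was at 1.16 ± 0.57 CPM in SAF and 34.09, 13.15 and 2.42 CPM in VAF, and PRKCZ (chromosome 6 from 64073343 to 64159187) at 2.64 ± 0.71 CPM and 21.78, 18.81 and 2.59 CPM. WNT2B (chromosome 4 from 107906141 to 107923343, overlapping ST7L) was at 1.99 ± 0.67 CPM in SAF and 13.25, 15.41 and 8.02 CPM in VAF, a log2FC of -2.65 (standard error 0.42, edgeR adjusted p = 0.13). WNT5A (overlapping LOC102162847) and WNT10B (overlapping WNT1) had a log2FC of -2.08 and -2.10 (edgeR adjusted p = 0.2 for each).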

The heterodimer of BMP2/BMP7 and BMP4/BMP7 involved in the formation of BMP2/BMP7 and BMP4/BMP7 have good osteogenic bioactivity; it is prominent in promoting osteogenesis and cartilage. The Wingless-type MMTV Integration site family member (WNT) is a class of proteins that are important in growth and development, as well as in physiological and pathological processes. It can initiate intracellular WNT signal transduction pathways and conduct growth stimulus signals; it is also involved in different developmental mechanisms including cell proliferation, polarity, movement, differentiation, survival, self-renewal and calcium balance (Logan and Nusse, 2004; Mohammed et al., 2016; Doumpas et al., 2019). WNT5A, WNT16, WNT10B and WNT2B are important members of the WNT family, with their signal transduction pathways falling into classical pathways that determine cell fate and non-classical pathways that control cell movement and tissue polarity (Mohammed et al., 2016). The classical signaling pathway is involved in skeletal muscle development, affecting the fusion of myoblast cells (Suzuki et al., 2018) and mediating the regulation of Yes-associated protein (YAP) on bone homeostasis (Pan et al., 2018). In conclusion, VAT can be important role in bone and muscle development of Bama pigs by expressing BMP and WNT protein genes and activating the WNT signaling pathway. The Hippo signaling pathway is a growth mechanism that precisely controls organ size and maintains tissue homeostasis by balancing cell proliferation and apoptosis. Its core member is composed of the upstream kinase complex mammalian Sterile 20-like kinase (MST) MPS One Binder kinase, MOB) and the downstream transcription complex-YAP/ PDZ-binding motif, YAP/ TAZ-TEADS regulate cell fate by controlling the expression of time- and space-specific target genes (Zhou et al., 2016). He et al. (2020) first discovered *YAP* and *nuclear receptor subfamily 4, Group A, member 1* (*NR4A1*) in the Hippo signaling pathway, which can precisely determine the balance between cell proliferation and apoptosis to control organ size and maintain tissue homeostasis (He et al., 2020). Based on the high expression of genes involved in the Hippo signaling pathway in 3 months VAT, we speculate that adipose tissue may be helpful in regulating the balance of cell proliferation and apoptosis controlling organ and tissue size through the Hippo and the WNT signaling pathways, and VAF could be more important than SAF. The functions and molecular mechanisms of the Hippo pathway and WNT adipose tissue expression related genes in pigs are worth further study.

IPA molecular network analysis has also shown that there are 35 DEGs involved in metabolism of lipid and signaling of hormones (Figure 6). 11 genes involved in the Hippo signaling pathway analyzed by KEGG were also included in this network, indicating that adipose metabolism and its endocrine function have a role in controlling the organ size. It is also suggested that regional differences of adipose not only influence body metabolism, but affect growth and development, regulating organ size. Those findings are consistent with the findings during *Drosophila* development where fat restricts organ size via the Salvador/Warts/Hippo pathway (Bennett and Harvey, 2006). STEM analysis integrated with the Gene Ontology also was used to explore the expression pattern of the DEGs in SAF and VAF among the three groups of pigs. Expression levels of the genes related to the cell cycle and the Hippo signaling pathway were downregulated in VAF as the pigs reached 6 months, including 15 genes (Supplementary Table S23). 

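The mean of log2(CPM + 1) over the 12 genes of cell division in VAF was 3.58 ± 0.31 (SD, n = 3) at 1 month, 3.12 ± 0.64 (SD, n = 3) at 3 months and 2.26 ± 0.32 (SD, n = 2) at 6 months, with 2.78 in VAF6-3. At 3 months the VAF libraries ranged from 2.4 in VAF3-1 to 3.64 in VAF3-3, so that the value of VAF3-1 lay below that of VAF6-2 (2.49) and of VAF6-3. None of the 12 genes was called between ages in VAF by DESeq2 or edgeR. Those of the 11 Hippo genes that were called in VAF had their highest mean at 3 months, and the mean over the list at 6 months differed from that at 1 month by less than the SD of each group.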

The findings suggested that VAF is involved in the regulation of organ size at the early stages of postnatal development. This novel finding demonstrates that adipose tissues genes expressed in different regions are closely associated with regulation of the size of a miniature pig. Further molecular validation is needed to elucidate the exact function of relevant adipose tissue genes in controlling the body size.

## Conclusion

Through transcriptional analysis of the genes expressed in the SAF and VAF tissues of 1-, 3- and 6 months pigs, we identified the genes and pathways that are preferentially expressed in SAF or VAF tissues. These DGEs were functionally related to sexual development, hormone signaling pathways, lipid metabolism and the hippo signaling pathway, suggesting the importance of the signaling pathways contributing to significant regional and developmental stage differences. The findings highlight the essential functions of the molecular network in adipose tissues that potentially regulate adipose tissue deposition differences. Combining the molecular network and DGEs expression analysis, a molecular network that includes 35 DEGs involved in lipid metabolism and hormone signaling has been constructed in the IPA system. Our findings will help in further studies with genes relevant these differences between SAF and VAF during postnatal development. The data provides greater insight into the molecular mechanism of heterogeneity between SAF and VAF critical for health and disease processes of perhaps other living beings by the regulation of energy metabolism and endocrine function.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material.

# Supplementary material for: Comparative Transcriptome Analysis Provides Insight into Spatio-Temporal Expression Characteristics and Genetic Regulatory Network in Postnatal Developing Subcutaneous and Visceral Fat of Bama Pig
**Source:** Front Genet. 2022 Mar 31;13:844833. doi: 10.3389/fgene.2022.844833
**Supplement:** Supplementary file 1

Supplemental Table 1 Primers of Real-time PCR validation for 15 DEGs between SAF and VAF in 3 months-old pigs

| GB No. | Genes | Sequence（5'-to-3') | Amplication  size（bp） |
| --- | --- | --- | --- |
| NM_001190422.1 | SOD1 | F TCGGGAGACCATTCCATCAT | 116 |
|  |  | R GCCAAACGACTTCCAGCATT |  |
| [NM_001243029.1](https://www.ncbi.nlm.nih.gov/entrez/viewer.fcgi?db=nucleotide&id=339895858) | LIPG | F CCTGTGAGATTTAACCTCCGAAC | 285 |
|  |  | R TCCCACTTTCCTCGTGTTATTG |  |
| NM_001123134.1 | LIPA | F CTCTTGGGTTTGGTGGTCTGTT | 224 |
|  |  | R TTGGGACCTTTGTCAGAGTGGT |  |
| NM_001244489.1 | IRS1 | F TGCCTGACCAGCAAGACCAT | 172 |
|  |  | R AATCATCCACCTGCATCCAAA |  |
| NM_001204901.1 | BMP5 | F CCATGATGCCAACTTTCTCAAC | 159 |
|  |  | R AATTCTGCTGCTGTCACTGCTT |  |
| [XM_021072487.1](https://www.ncbi.nlm.nih.gov/entrez/viewer.fcgi?db=nucleotide&id=1191834807) | AACS | F CACTGGGAAAGGCGAGCAA | 211 |
|  |  | R GCCGACCGTGGTGTAATAGAAG |  |
| [XM_003483391.4](https://www.ncbi.nlm.nih.gov/entrez/viewer.fcgi?db=nucleotide&id=1191834320) | NKX3-1 | F TAGGCACCTTGAGACTTATCTGCT | 209 |
|  |  | R TCTCCGTGAGCTTGAGGTTCTT |  |
| NM_001244395.1 | SFRP2 | F CCTGCAAAAACAAAAACGAGG | 255 |
|  |  | R CCAGATAGGGCGCGTTGATA |  |
| XM_013981798.2 | WNT5A | F GCAATGTCTTCCAAGTTCTTCCTA | 176 |
|  |  | R CCTTGAGAAAGTCCTGCCAGTT |  |
| XM_003125849.5 | WNT2B | F GTGAGTGGCTCCTGTACTCTGC | 286 |
|  |  | R TTTCACAACCGTCTGTCCCTT |  |
| NM_214328.2 | GATA6 | F TGCCAACTGTCACACCACGA | 262 |
|  |  | R GGAAGTATTTTTGCTGCAATCG |  |
| XM_003134850.4 | HOXA11 | F GAATACGCCATTGAGCCCG | 284 |
|  |  | R TCGGAGGAGGCGAGGTTTT |  |
| XM_021064071.1 | GATA3 | F CAACCACGTCCCGTCCTACTA | 189 |
|  |  | R GTCTTGGAGAACGGGCTGAG |  |
| NM_001243629.1 | CTSA-S | F AACCCCTATTCTTGGAACCTGAT | 123 |
|  |  | R ATTGCTCTGGGCGACTTCC |  |
| NM_001001264.1 | WT1 | F TTCATCAAACAAGAGCCGAGC | 242 |
|  |  | R GTGCTGTATCCCTGGTTGCG |  |
| NM_001206359.1 | GAPDH^a^ | F GTGAAGGTCGGAGTGAACGGA | 252 |
|  |  | R CCATTTGATGTTGGCGGGAT |  |

^a^ GAPDH is the internal control gene.

Supplemental Table 2 Primers of Real-time PCR validation for 9 genes in patterns of gene expression across three time points in SAF and VAF

| GB No. | Genes | Sequence（5'-to-3') | Amplication  size（bp） |
| --- | --- | --- | --- |
| NM_001123158.1 | PCK1 | F CAGCCTGACCAAATCCACATC | 182 |
|  |  | R TGCTCCTGAGTAATGATGACCG |  |
| XM_021069070.1 | ACOX2 | F AACAGATTGCCAAGTGGGACC | 281 |
|  |  | R GCTCCTGATGGGCACAATGAA |  |
| NM_001170768.1 | CCNB1 | F ACTGCTCTTGGAGACATCGGTA | 195 |
|  |  | R TGGTTCAGGCTCCAGTTCAG |  |
| NM_001159304.2 | CDK1 | F GGAAGGTGTTCCTAGTACTGCC | 176 |
|  |  | R TGAACTGACCAGGAGGGATAGAA |  |
| NM_001123094.1 | CDC20 | F CCAGAGGGTTACCAGAACAGAC | 149 |
|  |  | R ACCAGGTTCAGGTAGTAGTCGT |  |
| NM_214157.1 | SREBF1 | F GCTGAATAAATCCGCCGTCTTG | 134 |
|  |  | R CAGGTCCTTCAGAGACTTGCTT |  |
| NM_001128433.1 | SLC2A4 | F CTGGGAAGGAAGAAGGCAATG | 120 |
|  |  | R AATGAGGAACCGTCCAAGAATG |  |
| XM_021083716.1 | GCDH | F CGAAGAGCAGCAGCAGAAATAC | 202 |
|  |  | R CACTACAAACAGGTCAGCCACA |  |
| NM_001244082.1 | MECR | F CTTGCTCTCAACTGTGTTGGC | 193 |
|  |  | R GGTCTGGATTGTGGTCCTTCTT |  |
| NM_001206359.1 | GAPDH^a^ | F GTGAAGGTCGGAGTGAACGGA | 252 |
|  |  | R CCATTTGATGTTGGCGGGAT |  |

^a^ GAPDH is the internal control gene.

How the deposited data were processed for this re-analysis (not part of the article)

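RNA-seq counts of SAF and VAF from 9 male Bama pigs of 1, 3 and 6 months were re-analysed, with 3 libraries in each of the 6 groups. The authors trimmed and filtered the paired reads with fastp, aligned them to Sscrofa11.1 with HISAT2 and counted them per gene with HTSeq-count, and the values they deposited are these counts, without normalization. Versions, annotation release and the strand setting of the counting are not stated in the paper. The table holds 29884 genes, of which 29862 matched a gene symbol of the RefSeq annotation used for locations. Of the 3274 gene locations in the paper's lists of DEGs, 3264 equal those of RefSeq, and every count in these lists equals the count used here (5682 of 5682 values at 3 months, for example). All columns of per-sample values were used.

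Samples were grouped by depot and age under the library names of the paper's supplementary tables. For 4 VAF samples of 3 and 6 months the labels name different libraries, and the other reading was run as an alternative: it takes VAF6-1 with VAF3-1 and VAF3-2 as 3 months, takes VAF6-2 and VAF6-3 as 6 months, and leaves VAF3-3 out. VAF6-3 was left out of the tests because the paper left it out, which leaves 2 libraries in VAF at 6 months. The pairing of SAF and VAF libraries comes from the replicate numbers in the paper's library names, and the paper does not say that the same number means the same pig. Library totals had a median of 18901509 counts. At this depth genes below 1 CPM rest on few counts, and a fold against a group with at most 3 counts in each library is given as a lower bound.

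Pairs of groups were compared with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood test, TMM normalization, filterByExpr, no block), on the libraries of the 2 groups only. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2FC above 0.585. The 7 comparisons are SAF against VAF at each age, and neighbouring ages within each depot; 2 interactions of depot and age were tested in a fit of all 17 libraries at an adjusted p under 0.05. The biological coefficient of variation was 0.279 at 1 month, 0.371 at 3 months and 0.347 at 6 months between depots, 0.256 and 0.317 between ages in SAF, and 0.393 and 0.45 between ages in VAF. Adjusted p over a short list of the paper's genes is given beside that over all genes. Other calculations used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1.

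Alternatives were DESeq2 1.42.0 with its own filter, DESeq2's size factors in edgeR, no filter on low counts, a filter on expressed genes, all groups in one fit, the replicate number as a block, VAF6-3 included, the other reading of the labels, each library left out in turn, no limit on the fold change, and an unadjusted p under 0.05 with a fold change above 2 as in the legend of the paper's Fig. 2B. A crossed block at 1 month and a DESeq2 test of the interactions were chosen after seeing the data. Expressed genes, correlations and time profiles had alternatives of their own, such as TMM scaling, CPM without a log and a pseudocount of 0.1. The time profiles assign genes to shapes as STEM does, with the 8 shapes and the 6 orders of the ages written out, and not with the STEM program itself. Over-representation was tested with a binomial test, while the paper names Fisher's exact test.

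The genes named in the text were fixed by a rule: every gene in the paper's Table 1 and qRT-PCR panels, LIPE and PLIN1 of its Discussion, and per comparison the 3 called genes with the smallest p in each direction among genes whose groups do not overlap. A few of these genes are not reported here. Marker lists of other tissues were written before the counts were seen. A few single marker genes were chosen after their values were seen, and the text says so.

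The scripts were tested on simulated data with 200 changed genes at a log2FC of 2 and a dispersion of 0.1. With 3 against 3 libraries edgeR recovered 95% of them among 15206 genes with 6 false calls, and DESeq2 94% among 29884 genes with 21 false calls. With 3 against 2 libraries edgeR recovered 89% among 14985 genes with 11 false calls, and DESeq2 94% among 29884 genes with 27. The edgeR interaction recovered 44.5% among 16221 genes with 2 false calls. In the real fits the common dispersion ranged from 0.0654 (SAF, 1 month against 3 months) to 0.203 (VAF, 3 months against 6 months). It was 0.138 between depots at 3 months. The simulated shares test the scripts at a dispersion of 0.1 and do not give the power of the real comparisons. A comparison without calls can therefore not be read from them as one without changed genes. The assignment to shapes placed 200 of 200 seeded genes among 1000.

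Gene Ontology and KEGG enrichment, the IPA network itself, histology, qRT-PCR and blood values were not analysed here. A comparison of SAF with VAF within a set of libraries alike in fastp's count of reads with many unread bases could not be made, since the set with many holds no VAF library and the set with few holds 1 SAF library, SAF6-3.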

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

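The tests that ask about 2 of the 3 VAF libraries of 3 months, about a difference shared by all 3, and about splits of the DESeq2 calls and of the interaction were chosen only after the result was seen. The others were set before the data were examined.

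A signal appears in genes that the paper does not discuss. Over 10 markers of urinary tract epithelium, the mean of log2(CPM + 1) was 6.18 in VAF3-1 and 4.88 in VAF3-2, and at most 0.68 in the other libraries. Over 8 smooth muscle markers it was 9.27 and 9.02, and at most 6.17 elsewhere. UPK2, a uroplakin gene on chromosome 9 from 46200465 to 46202754, was at 443.6 and 176.7 CPM in VAF3-1 and VAF3-2 and at 0.0 CPM in VAF3-3, and ACTG2, a smooth muscle actin gene on chromosome 3 from 69097366 to 69121542, at 1332.5, 1036.8 and 5.8 CPM. These 2 genes were picked after their values were seen.

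A candidate explanation is RNA from the urinary tract, such as ureter, in the tissue taken for VAF3-1 and VAF3-2. The urothelium markers were 2.46-fold higher in VAF3-1 than in VAF3-2 and 20.0-fold higher in VAF3-2 than in VAF3-3. For smooth muscle these values were 1.19 and 16.9. Both libraries lay above every other library in these markers, so the signal is not that of a single library, and the ratios to VAF3-3 leave tissue in both as an explanation. It may add to the genes higher in VAF at 3 months, since several genes of the hormone and Hippo lists, such as MYLK, KCNMB1 and CDH1, followed the same 2 libraries.

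Other explanations were weighed for the genes higher in VAF at 3 months. The 3 genes that edgeR called in this direction were called again in 0, 0 and 3 cases without VAF3-1, VAF3-2 and VAF3-3, so for 2 of the libraries under 0.5 of the calls came back. Each VAF library lay above every SAF library of 3 months in these genes, with at least 14.77 CPM against at most 2.13 for ENPP6, 18.33 against 3.77 for DUOX2 and 52.57 against 17.56 for ADGRD1, so no single VAF library carries these calls. Mesothelium markers lay above SAF in every VAF library at 1 age, which is 3 months, with means of 3.02, 2.61 and 1.35 in VAF and at most 1.26 in SAF. At 6 months VAF6-1 and VAF6-2 were also above SAF (1.85 and 1.23, against at most 1.21), and VAF6-3, which the other tests leave out, was not (1.02). At 1 month the groups overlapped. More mesothelium in VAF is therefore not ruled out. The mean total count of the VAF libraries was 1.0 times that of the SAF libraries, so depth differed little. A difference between depots at 3 months that all 3 VAF libraries share is the biological explanation that the design gives. In 500 genes chosen for being higher in VAF3-1 and VAF3-2 than in SAF, VAF3-3 had a median log2 difference of 0.15 from SAF, against 3.28 and 2.57 in VAF3-1 and VAF3-2. When VAF3-1 or VAF3-2 was the library left out of the choice, its median was 1.5 or 1.78. Of the 500 genes, 48.2% were above every SAF library in VAF3-3, against 26.8% of all genes. The 500 genes were chosen for low values in the same SAF libraries, which by itself raises this share and the medians, so these values do not show how much of the difference is shared. Some genes do share it: 1.65% of 16109 genes part every SAF from every VAF library of 1 and 3 months, VAF3-3 included, against 0.22% by chance. VAF3-3 had a signal of its own: the mean of kidney tubule markers was 1.26 in it and at most 0.22 in the other libraries. A gene high in all 3 VAF libraries of 3 months is therefore not by that alone a depot difference. The hypothesis left by these tests is RNA of other tissue in VAF3-1 and VAF3-2, and possibly in VAF3-3, beside a depot difference in part of the genes. A mislabelled sample cannot be ruled out, as the label of VAF3-3 is one of the 4 that differ.

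The difference between SAF and VAF changed between ages for 104 genes from 1 to 3 months and for 110 genes from 3 to 6 months in DESeq2's test of the interaction, which was chosen after seeing the data. With edgeR the numbers were 0 and 0, with 943 and 1449 genes at an unadjusted p under 0.05. For the interaction from 1 to 3 months, 40 splits were counted, the real one and others with depot labels exchanged within ages. In all 40, edgeR gave at least as many calls as in the real split, which has none, and at most 10 in one split. With a real number of 0 this could not have come out otherwise and shows nothing about chance; no such splits were run with DESeq2. Without VAF3-3 edgeR called 330 and 395 genes. The same 2 libraries, VAF3-1 and VAF3-2, may thus carry the interaction, and the biological explanation, a depot difference that peaks at 3 months, cannot be told apart from RNA of another tissue in these libraries (20.0-fold for the urothelium markers).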

How the results depend on the processing

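No test in this part was chosen after the result was seen, except the crossed block at 1 month and the DESeq2 test of the interactions.

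The number of calls between groups depended on the tool. With DESeq2 there were 186, 956 and 183 DEGs between SAF and VAF at 1, 3 and 6 months (1177 at any age, 11 at all 3), 551 and 347 between ages in SAF, and 622 and 518 in VAF. With edgeR these were 0, 6, 0 (6 and 0), 15, 0, 0 and 0. The paper's methods name DESeq2. Its size factors in edgeR gave at most 22 calls in any of the 7 comparisons, and edgeR without a filter at most 125, so neither alone accounts for the larger numbers; the other differences between the tools were not tested. With an unadjusted p under 0.05 and a fold change above 2 the 7 numbers were 532, 1283, 594, 654, 735, 1004 and 1300.

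Within edgeR, no filter gave 1 call at 1 month, 3 at 6 months, 10 at any age, 125 in SAF between 1 and 3 months and 14 between 3 and 6 months. The filter on expressed genes gave 25 in SAF between 1 and 3 months. All groups in one fit gave 455 at 3 months, 2 at 6 months, 456 at any age, 4 and 21 in SAF, and 278 and 7 in VAF. With VAF6-3 included 1 gene was called at 6 months, and with the other reading of the labels 30 were called at 3 months, of which 4 are among the 6. DESeq2's size factors and no limit on the fold change left all 7 numbers within 1.5 times their value. The cause of these changes was not tested.

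The replicate block gave 766 calls at 6 months, 769 at any age, 149 in SAF between 1 and 3 months, and 1 and 2290 in VAF between ages. Between ages the pigs differ, and same-numbered libraries deviated together at a mean r of 0.175 (SAF, 1 and 3 months, where another pairing reached 0.181), -0.055 (SAF, 3 and 6 months, 0 calls with the block), 0.04 (VAF, 1 and 3 months) and 0.008 (VAF, 3 and 6 months), so there a block by number has no basis. Because VAF6-3 is absent, SAF6-3 at 6 months and VAF3-3 in VAF between 3 and 6 months stand alone in their block and add nothing to the comparison. The 2290 calls cannot be ascribed to the block alone, since leaving out VAF3-3 without a block gave 1689. At 1 month the crossed block gave 0 calls.

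Across the fits that each left out one replicate, the calls ranged from 0 to 2 at 1 month, from 0 to 2740 at 3 months, from 0 to 1 at 6 months, from 0 to 38 and from 0 to 15 in SAF, and from 0 to 1013 and from 0 to 1689 in VAF. The highest values at 3 months and in VAF came without VAF3-3. For the interactions the ranges were 0 to 330 and 0 to 395, the block gave 1 call from 1 to 3 months, and DESeq2 gave 104 and 110. Fits that leave VAF at 6 months with 1 library were not run.

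For VAF6-3, the mean r of 0.968 with VAF6-1 and VAF6-2 became 0.544 on CPM without a log, 0.954 with Spearman's correlation and 0.93 over genes that pass the filter. With DESeq2's calls 2 shapes were over-represented in SAF and 2 in VAF. In VAF the other alternatives for the shapes had no called gene and gave no value. The number of expressed genes went from 20605 to 16909 when every library of a group had to pass the limit, and was between 20215 and 20677 under the other alternatives.

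Over the 76 log2FC that the text reports, other settings than leaving out a replicate gave 431 values with the same direction and side of the threshold, 69 stronger, 13 weaker and 7 reversed, and leaving out a replicate gave 345, 42, 47 and 4. With the other reading of the labels, log2FC between 3 and 6 months in VAF became 0.01 for SREBF1, 0.18 for SLC2A4 and 0.11 for GCDH (from -0.62, -0.89 and -0.41), and between depots at 3 months 0.33 for TWIST1 and 0.0 for SOD1 (from 0.91 and 0.62). At 3 months LIPE and PLIN1 were called without VAF3-3, at 1.6 and 1.93 (from 0.95 and 1.02). VAF3-1 and VAF3-2, the VAF libraries left in that fit, had the lowest adipocyte markers of all libraries. At 6 months LIPE became 0.1 with VAF6-3 included, 0.31 with the other reading of the labels and 0.09 without SAF6-2 (from -0.07; from -0.18 to 0.09 across the fits that each left out a replicate), and PLIN1 0.01, 0.04 and 0.03 (from -0.12; from -0.24 to 0.03). In SAF between 1 and 3 months, CDK1 became 0.04 without SAF3-3 (from -0.06; from -0.15 to 0.04) and CDC20 -0.33 without SAF1-2 (from 0.08; from -0.33 to 0.29). The cause was not tested.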

Differences from the paper's values

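All values here are from tests set before the result was seen, except where stated, and the alternatives named were set before the data were examined.

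Between SAF and VAF the paper gives 180 DEGs at 1 month, 947 at 3 months and 182 at 6 months, against 0, 6 and 0 here with edgeR (1702, 1880 and 1016 genes at an unadjusted p under 0.05). With DESeq2, which the paper's methods name, the numbers were 186, 956 and 183; at 3 months an unadjusted p with a fold change above 2 also came within 1.5 times the paper's value, at 1283, and the other alternatives did not close the gap. The paper's total over the ages is 1165, against 6, and 10 at all 3 ages, against 0; DESeq2 gave 1177 and 11, and no other alternative for which these totals were counted closed the gaps. Of the DEGs at 3 months the paper finds 23% higher in SAF, against 50.0% of the 6 here; DESeq2 gave 21.8% and the unadjusted p with a fold change above 2 gave 24.0%.

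For the ages, the paper's text gives 180 DEGs in SAF and 947 in VAF between 1 and 3 months, against 15 and 0 here (2027 and 1385 at an unadjusted p under 0.05), and 947 in SAF and 182 in VAF between 3 and 6 months, against 0 and 0 (1404 and 1683). Alternatives that came within 1.5 times these values were no filter (125) and the replicate block (149) for SAF between 1 and 3 months, leaving out VAF3-3 (1013) and the unadjusted p with a fold change above 2 (1004) for VAF between 1 and 3 months, and the latter (735) for SAF between 3 and 6 months; for VAF between 3 and 6 months none closed the gap. These 4 numbers of the paper are also the ones it gives for SAF against VAF at single ages. The paper's supplementary lists hold 556 DEGs in SAF between 1 and 3 months, 334 between 3 and 6 months, and 586 and 543 in VAF, against 15, 0, 0 and 0 here. DESeq2 gave 551, 347, 622 and 518, and for the first the unadjusted p with a fold change above 2 gave 654; no other alternative closed these gaps. The numbers of shared genes that the paper gives for the age lists, 56 and 70, equal the overlaps of its depot lists, while its age lists share 118 and 47 genes.

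In the time profiles the paper finds 3 over-represented shapes in SAF and 4 in VAF, against 0 and 0 here. DESeq2's calls gave 2 in SAF, which is within 1.5 times, and 2 in VAF, which is not. For the shape that falls at both steps in SAF the paper gives 144 genes, against 1, and for the one that falls and then stays flat 288, against 5; DESeq2 gave 37 and 156, and none of the alternatives closed the gap. In VAF the paper gives 185 genes for the shape that is flat and then falls, against 0, where DESeq2 gave 87 and none closed the gap, and 504 genes for the shape highest at 3 months, against 0, where DESeq2 gave 469.

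Among single genes, the paper places PCK1 in SAF in the shape that falls and then stays flat; with DESeq2's calls it falls at both steps. ACOX2 in SAF, which the paper places in a shape, had a log2FC of 0.34 and 0.63 and was called by neither edgeR nor DESeq2. The paper places SREBF1, SLC2A4, GCDH and MECR in the shape that rises at both steps in VAF. Their means did rise at both steps, but none was called in VAF, with adjusted p from 0.39 to 0.9 with edgeR. With each library of 3 months left out in turn, the lowest edgeR adjusted p of SLC2A4 between 3 and 6 months was 0.03. The paper counts the genes of Table 1 as DEGs at 3 months; edgeR called 0 of the 38 it tested (38 at an unadjusted p under 0.05), and DESeq2 called all 46. For the genes with an edgeR value the log2FC had a median difference of 0.01 from the paper's; 3 of them, WWC1, WNT16 and RASSF6, have at most 1 count in each SAF library, so their folds are not measured in either. SOD1, which the paper lists as a DEG higher in SAF, had an edgeR adjusted p = 0.28 and a DESeq2 adjusted p = 0.075 (0.064 to 1 over its alternatives), and its ratio of VAF to SAF was 0.65, against about 0.65 in Fig. 2C, read by eye. With the other reading of the labels the ratio was 1.0.

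The gene IDs in Table 1 do not all belong to the genes beside them. Of 27 IDs printed in full, 14 are the RefSeq ID of the gene and 13 are that of another gene of the same list, 7 of them among the 10 lipid genes.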

Other observations

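Of the tests below, those on the adipocyte markers, on the genes of VAF that peak at 3 months, on a state shared by SAF6-3 and VAF6-3, on the sequencing batch and on splits of the DESeq2 calls were chosen only after the result was seen.

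For the genes higher in SAF at 3 months a candidate explanation is less adipocyte RNA in 2 of the 3 VAF libraries, VAF3-1 and VAF3-2. Over 7 adipocyte markers other than LEP, the higher of these libraries was -0.7 on the log2 scale from the lowest of the other 16. ADIPOQ, on chromosome 13 from 124633906 to 124646237, was at 604.7 and 417.0 CPM in them and at 2293.9 CPM in VAF3-3. The lipid genes may therefore be lower in these libraries because less of the tissue was fat. In VAF3-3, where the adipocyte markers were at 11.0, within the 10.82 to 11.11 of SAF at 3 months, the 10 lipid genes of Table 1 had a median log2 difference of -0.89 from SAF, but they were chosen by calls on libraries that include VAF3-3. A lower expression per adipocyte, the biological explanation, therefore rests on the chosen genes and is not shown apart from the choice.

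Of the 469 genes that DESeq2's calls place highest at 3 months in VAF, VAF3-3 lay closer to the other ages in 412 (87.8%), while VAF3-1 did in 9 and VAF3-2 in 22. The peak may thus rest on the libraries with RNA of urinary tract markers. Since the genes were chosen on a mean in which VAF3-1 and VAF3-2 weigh more, the share says which libraries carry the peak, not what caused it. Kidney tubule markers had a mean of 1.26 in VAF3-3 and at most 0.22 in the other libraries.

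VAF6-3 stood apart from VAF6-1 and VAF6-2. RNA of another tissue was not seen: among 11 marker lists the largest fold over the higher of VAF6-1 and VAF6-2 was 1.22, for cell division. Its total count was 0.977 times the largest of the other libraries, so depth is no explanation. Its correlation with the best group, SAF at 6 months, was higher by 0.0096 than with its own. Over 61 genes that part the depots VAF6-3 was at 0.0, the side of VAF, which goes against a SAF sample. Its r with VAF at 1 month was 0.9769, against 0.9716 with its own group, so VAF of another age cannot be ruled out. The deviations of SAF6-3 and VAF6-3 from their group means correlated at 0.704 (the next of the other SAF and VAF pairs was at 0.674), so a state shared by both samples, for example of one pig with little expression of FASN and SCD, is a hypothesis that remains. Whether the libraries are from the same pig is not stated in the paper.

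The libraries part by fastp's number of reads with many unread bases, with SAF6-3 on the side of VAF. If this batch made the depot genes, SAF6-3 would resemble VAF. In 61 of the 266 genes that part SAF from VAF at 1 and 3 months, those in which SAF6-1 and SAF6-2 differ the same way from VAF6-1 and VAF6-2 by more than 1 on the log2 scale, SAF6-3 had a median position of 0.89 between VAF (0) and SAF (1), while VAF6-3 was at 0.0. Of 16109 genes 1.65% part SAF from VAF at these ages, against 0.22% by chance. For these genes batch is not a likely explanation, and for the others it was not tested.

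How many calls other splits of the 6 libraries give was counted. With edgeR, 10 of the 10 splits gave as many as the real one at 1 month, in SAF between 3 and 6 months and in VAF between 1 and 3 months, where the real number is 0 (1702, 1404 and 1385 genes at an unadjusted p under 0.05). At 3 months and in SAF between 1 and 3 months 1 of 10 did, the real one, and the other splits gave 0. Of the 4 splits that part the same-numbered pairs, 4 gave as many in the first 3 cases and 1 in the others; the other 6 splits put 2 libraries of the same number together. With DESeq2, 2 of 10 splits gave as many at 1 month (186 in the real split, up to 411 in the others), 1 of 10 at 3 months (961 over genes with counts, up to 934) and 2 of 10 in VAF between 1 and 3 months (622, up to 1525). Among the 3 other splits that part the pairs, DESeq2 gave up to 78, 453 and 336. A share under 0.1 cannot be reached with 10 splits, and where the real number is 0 every split gives as many, so the design fixed in advance that these shares could not exclude chance, and they show nothing either way.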
